# Changes in Hepatic Gene Expression upon Oral Administration of Taurine-Conjugated Ursodeoxycholic Acid in ob/ob Mice

**DOI:** 10.1371/journal.pone.0013858

**Published:** 2010-11-05

**Authors:** Jae-Seong Yang, Jin Taek Kim, Jouhyun Jeon, Ho Sun Park, Gyeong Hoon Kang, Kyong Soo Park, Hong Kyu Lee, Sanguk Kim, Young Min Cho

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is highly prevalent and associated with considerable morbidities. Unfortunately, there is no currently available drug established to treat NAFLD. It was recently reported that intraperitoneal administration of taurine-conjugated ursodeoxycholic acid (TUDCA) improved hepatic steatosis in ob/ob mice. We hereby examined the effect of oral TUDCA treatment on hepatic steatosis and associated changes in hepatic gene expression in ob/ob mice. We administered TUDCA to ob/ob mice at a dose of 500 mg/kg twice a day by gastric gavage for 3 weeks. Body weight, glucose homeostasis, endoplasmic reticulum (ER) stress, and hepatic gene expression were examined in comparison with control ob/ob mice and normal littermate C57BL/6J mice. Compared to the control ob/ob mice, TUDCA treated ob/ob mice revealed markedly reduced liver fat stained by oil red O (44.2±5.8% vs. 21.1±10.4%, *P*<0.05), whereas there was no difference in body weight, oral glucose tolerance, insulin sensitivity, and ER stress. Microarray analysis of hepatic gene expression demonstrated that oral TUDCA treatment mainly decreased the expression of genes involved in *de novo* lipogenesis among the components of lipid homeostasis. At pathway levels, oral TUDCA altered the genes regulating amino acid, carbohydrate, and drug metabolism in addition to lipid metabolism. In summary, oral TUDCA treatment decreased hepatic steatosis in ob/ob mice by cooperative regulation of multiple metabolic pathways, particularly by reducing the expression of genes known to regulate *de novo* lipogenesis.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most common cause of chronic liver disease [1], [2], [3] and its prevalence ranges from 10–30% of the general population in the United States [1], [3], [4], [5]. NAFLD includes a spectrum of liver diseases from simple hepatic steatosis to nonalcoholic steatohepatitis (NASH) [1], [3], where the latter is known to increase the risk of liver cirrhosis and hepatocellular carcinoma [6]. Insulin resistance and metabolic syndrome are commonly associated with NAFLD and their presence is a predictable factor of progressive liver dysfunction, which may lead to hepatic failure [7]. The pathophysiology of NAFLD is complex involving dietary factors, physical inactivity, obesity, and genetic components [1], [2], [3]. Although weight reduction by lifestyle modification (i.e., caloric restriction and increased physical activity) remains the most effective and desirable treatment of NAFLD [1], [8], [9], long-term adherence to a new lifestyle is the mainstay for success [8], which is practically very difficult to achieve.

Several agents are known to improve NAFLD histologically or biochemically in animal models and humans [1], [2], [10], [11], [12], [13]. Among them, ursodeoxycholic acid (UDCA), an endogenous bile acid, improves liver function in patients with a wide range of chronic liver diseases [14], [15], [16]. Furthermore, UDCA was demonstrated to decrease liver enzyme levels and the degree of steatosis in an open label pilot study [17]. However, in a randomized placebo-controlled trial conducted in NASH patients, UDCA revealed only comparable effects to the placebo in terms of serum liver enzyme levels, hepatic steatosis, necroinflammation, and fibrosis [12]. Taurine-conjugated UDCA (TUDCA) is more hydrophilic and has a more obvious cytoprotective effect against hepatocellular injury than UDCA [18], [19], [20]. It was reported that intraperitoneally injected TUDCA improved hepatic steatosis in ob/ob mice, which was associated with improvement of endoplasmic reticulum (ER) stress in the liver [21]. In a very recent study conducted in obese human subjects focused on tissue insulin sensitivity [22], oral TUDCA treatment did not alter intrahepatic triglyceride content. However, the baseline intrahepatic triglyceride content of the subjects in TUDCA treatment group was only modestly increased (8.2%). Therefore, it remains inconclusive whether oral administration of TUDCA reveals similar effects to parenteral administration in terms of improving hepatic steatosis. Since orally administrated TUDCA is absorbed via active transport in the terminal ileum and undergoes a significant hepatic first pass effect and enterohepatic circulation [23], [24], the working mechanism of orally administrated TUDCA may be different from that of intraperitoneally injected TUDCA [21].

We hereby investigated the effect of oral TUDCA treatment on hepatic steatosis and gene expression in ob/ob mice. To figure out the mechanism of action of TUDCA on hepatic steatosis, we systematically analyzed the microarray data. First, we verified the relevance of differentially expressed genes (DEGs) based on the preexisting literature. Second, we analyzed the expression of the genes regulating each component of lipid homeostasis (i.e., *de novo* lipogenesis, uptake, oxidation, and export). Third, we conducted gene enrichment analysis using Gene Ontology (GO) to identify the significantly altered functional groups of DEGs. Lastly, we adopted pathway analysis to elucidate the collective behavior of DEGs, which provides complementary information to conventional single gene-based analysis [25].

## Materials and Methods

### Animal experiments

The study protocol was approved by the Institutional Animal Care and Use Committee of Seoul National University Hospital. Six-week-old male ob/ob mice (C57BL/6J-ob/ob) and their control littermates (C57BL/6J) were purchased from Shizuoka Laboratory Center (Shizuoka, Japan). The ob/ob mice were given TUDCA (Tokyo Tanabe, Tokyo, Japan) at a dose of 500 mg/kg twice a day (8:00 AM and 8:00 PM) by gastric gavage for 3 weeks (OB-TUDCA group, n = 6). Given that the oral bioavailability of TUDCA is approximately 65% [23], we doubled the dose of TUDCA that used in intraperitoneal injection [21]. We administered the same volume of tap water to control ob/ob mice (OB-control group, n = 6) and normal control C57BL/6J mice (N-control group, n = 6) twice a day by gastric gavage for 3 weeks. Mice were fed a normal chow diet (Purina LabDiet, St Louis, MO, USA) *ad libitum*. Body weight and fed-state plasma glucose levels were monitored during the study period. The serum levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) were enzymatically measured using an autoanalyzer (ADVIA 1650, Siemens Medical Solutions Diagnostics, Tarrytown, NY, USA).

At week 3, intraperitoneal glucose tolerance test (IPGTT) and insulin tolerance test (ITT) were performed according to standard methods. Briefly, for IPGTT, the mice were fasted overnight for 12 hours and glucose (0.5 g/kg) was intraperitoneally administered at 9 AM. For ITT, the mice were fasted for 6 hours from 8 AM, when drug or vehicle was administered by gavage, and then insulin (2 IU/kg) was intraperitoneally injected. Blood glucose levels were measured using a hand-held glucometer (One Touch Ultra, LifeScan, Milpitas, CA, USA).

### Histomorphometric analysis and markers of oxidative stress and ER stress

The mice were killed after an 8 hour fasting. The livers were immediately retrieved and fixed in 10% neutral buffered formalin for 24 hours or kept freshly frozen. The formalin fixed liver tissues were embedded in paraffin. We performed hematoxylin and eosin (H&E) staining on the paraffin embedded liver sections (4 µm thickness) and oil red O staining on fresh frozen liver sections (10 µm thickness). Oil red O stained liver sections were examined under a light microscope (Olympus BX 50, Tokyo, Japan) at 100× magnification, and the images were analyzed by Image J software (National Institutes of Health, Bethesda, MD, USA). The hepatic lipid content is presented as the percentage of oil red O stained area per total liver parenchymal area in a given section. Markers for ER stress were analyzed by Western blotting and reverse transcription PCR (detailed methods are shown in Text S1). To assess oxidative stress in the liver, we stained 4-hydroxy-2-nonenal (4-HNE), a marker of lipid peroxidation, with a mouse anti-4-HNE antibody (Abcam Inc., Cambridge, MA), and measured the brown color intensity of 20 different regions with Image J.

### Statistics

All data except the microarray results are presented as the mean ± S.E.M. Using a commercial software (Prism 5.0, GraphPad, San Diego, CA, USA), we performed t-test, Kruskal-Wallis test, and Dunn's multiple comparison test, where appropriate. A *P*<0.05 was considered to be statistically significant.

### Microarray

Isolation of total RNA from the liver tissue was performed using the RNeasy Micro Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Probes for the GeneChip® Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA) were prepared and hybridized using the GeneChip Whole Transcript Sense Target Labeling Assay (Affymetrix) and scanned according to the manufacturer's instructions (Scanner 3000 7G, Affymetrix). Methods for DEG selection and GO enrichment analysis are shown in Text S1.

### Identification of altered pathways

To interpret genome-wide mRNA expression profiles based on biological pathways, we integrated mRNA expression data with the well-documented 218 biological pathways downloaded from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database as of November, 2008 [26]. We defined an average fold-change of expression value of 

 as an indicator of expression changes in biological processes. For a pathway map 

 containing a gene set S = {g_1_, g_2_, …, g_k_}, the score of the average differentially expressed level is calculated as follows:
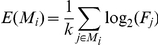

A high 

 score indicates that a pathway map 

 is differentially expressed. The statistic 

 indicates the fold-change in expression of gene *j* between two experimental conditions. To identify the differentially expressed pathways, we calculated the *P-values* representing significant expression changes of identified pathways. We applied a nonparametric permutation test, which estimates the distribution of the statistic 

 using the permutations of genes or sample labels to compute the *P-values*. We randomly permutated the expression ratio of genes 10,000 times to obtain the null distribution of 

 for each pathway map 

 assuming a Gaussian distribution.

### Ranking relevant genes affected by oral TUDCA administration using a PubMed keywords search

To verify the biological relevance of the DEGs, we adopted a gene prioritization method based on PubMed database [27]. As of August, 2009, we performed a PubMed search with the following keywords: ‘fat and liver’, ‘lipid and liver’, ‘triglyceride and liver’, or ‘fatty liver’. Then, we applied the following scoring function to calculate the evidence scores (*ES*) for keyword hits:
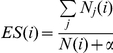
where *ES(i)* is a combined score of the co-citation number of genes *i* with keywords *j*. *N(i)* is the total number of papers related to the gene *i*. *N_j_(i)* indicates the number of papers detected by both gene *i* and keyword *j*. We used a pseudo-count *α* of 10 to account important genes that have more citations. We confirmed that the top ranked genes from this method are related to lipid metabolism by conducting gene enrichment analysis with the BiNGO plugin [28].

## Results

### Effect of TUDCA on hepatic steatosis and glucose homeostasis

Oral TUDCA treatment markedly improved hepatic steatosis in ob/ob mice as shown by H&E staining (Figure 1*A*). The oil red O stained area approximately exhibited a 2-fold reduction in the OB-TUDCA group as compared to the OB-control group (21.1±10.4% vs. 44.2±5.8%, *P*<0.05) (Figure 1*A* and 1*B*). TUDCA treatment decreased serum ALT and AST levels in the OB-TUDCA group as compared to the OB-control group (Figure 1*C* and 1*D*). Serum triglyceride levels were not significantly different between groups (N-control, 56±7.7 mg/dl; OB-control, 80.0±31.5 mg/dl; OB-TUDCA, 69.3±13.1 mg/dl, *P* = 0.205). The 4-HNE staining was much stronger in the liver of OB-control group than N-control group, which was markedly diminished by TUDCA treatment (Figure 2). There were no differences in expression of the ER stress markers, phosphorylated eIF2α levels (Figure 3*A*) and alternative splicing of *Xbp1* (Figure 3*B*), among the treatment groups. Comparing the OB-TUDCA group with the OB-control group, there were no significant differences in the fed-state glucose levels (Figure 3*C*), glucose tolerance assessed by IPGTT (Figure 3*D*), and insulin sensitivity assessed by ITT (Figure 3*E*) during the study period. In addition, the body weight at day 21 was similar between the OB-control and OB-TUDCA groups (39.6±1.5 g vs. 36.2±0.8 g, respectively; *P*>0.05).

**Figure 1:**
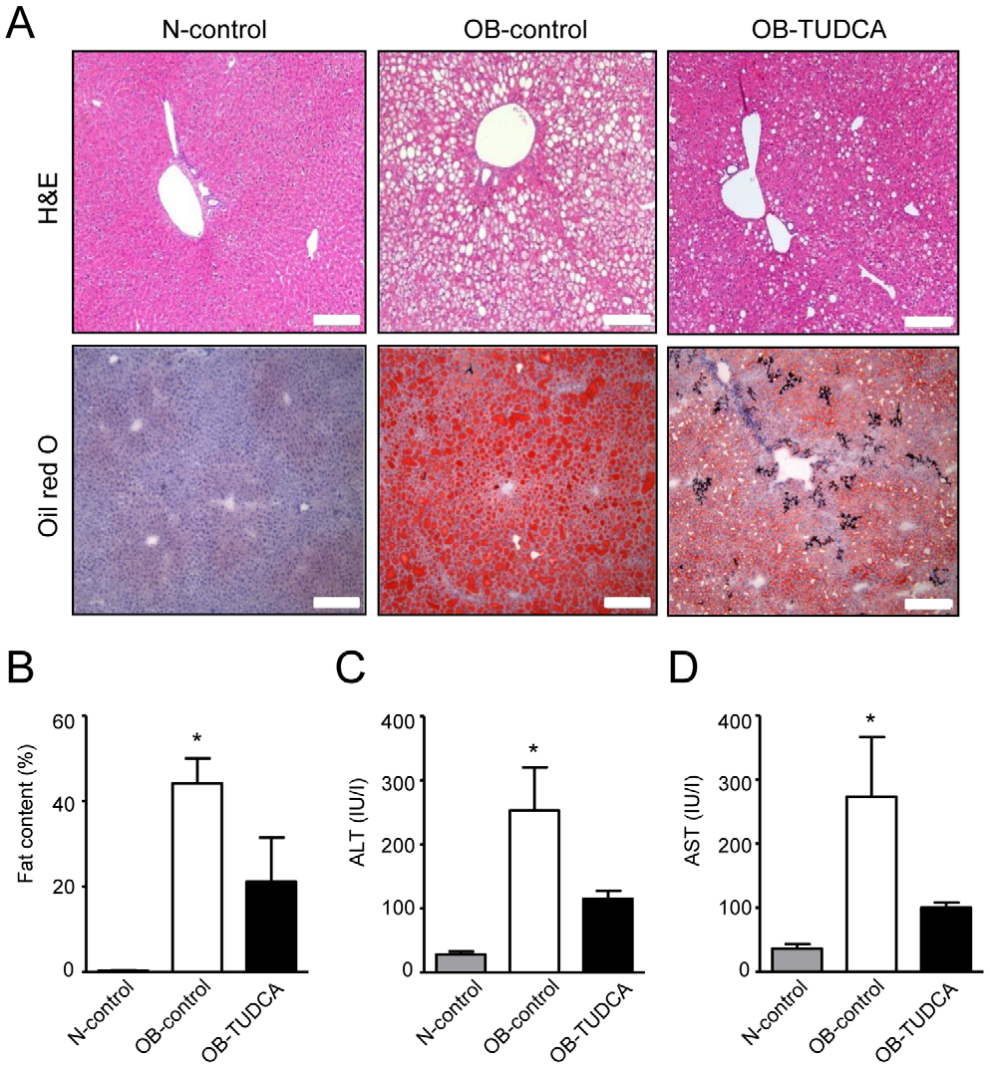
Effects of oral TUDCA treatment on hepatic steatosis in ob/ob mice. (A) H&E and oil red O staining of the liver shows a marked improvement of steatosis. Scale bars indicate 200 µm. (B) Quantified fat content in oil red O stained liver sections was lower in the OB-TUDCA group as compared to the OB-control group. (C, D) Serum ALT and AST levels tended to be lower in the OB-TUDCA group as compared to the OB-control group. In panels B, C and D, * denotes *P*<0.05 compared to the N-control. *P*-values were calculated using the Kruskal-Wallis test and Dunn's multiple comparison test.

**Figure 2:**
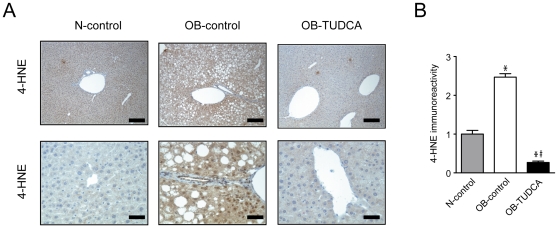
Effects of oral TUDCA treatment on lipid peroxidation. (A) The 4-HNE staining of the liver shows that lipid peroxidation is increased in ob/ob mice, which is reduced by TUDCA treatment. Scale bars in the top and bottom images indicate 200 µm and 800 µm, respectively. (B) Quantification of the intensity of 4-HNE staining. * denotes *P*<0.05 compared to the N-control, and # denotes *P*<0.05 compared to OB-control.

**Figure 3:**
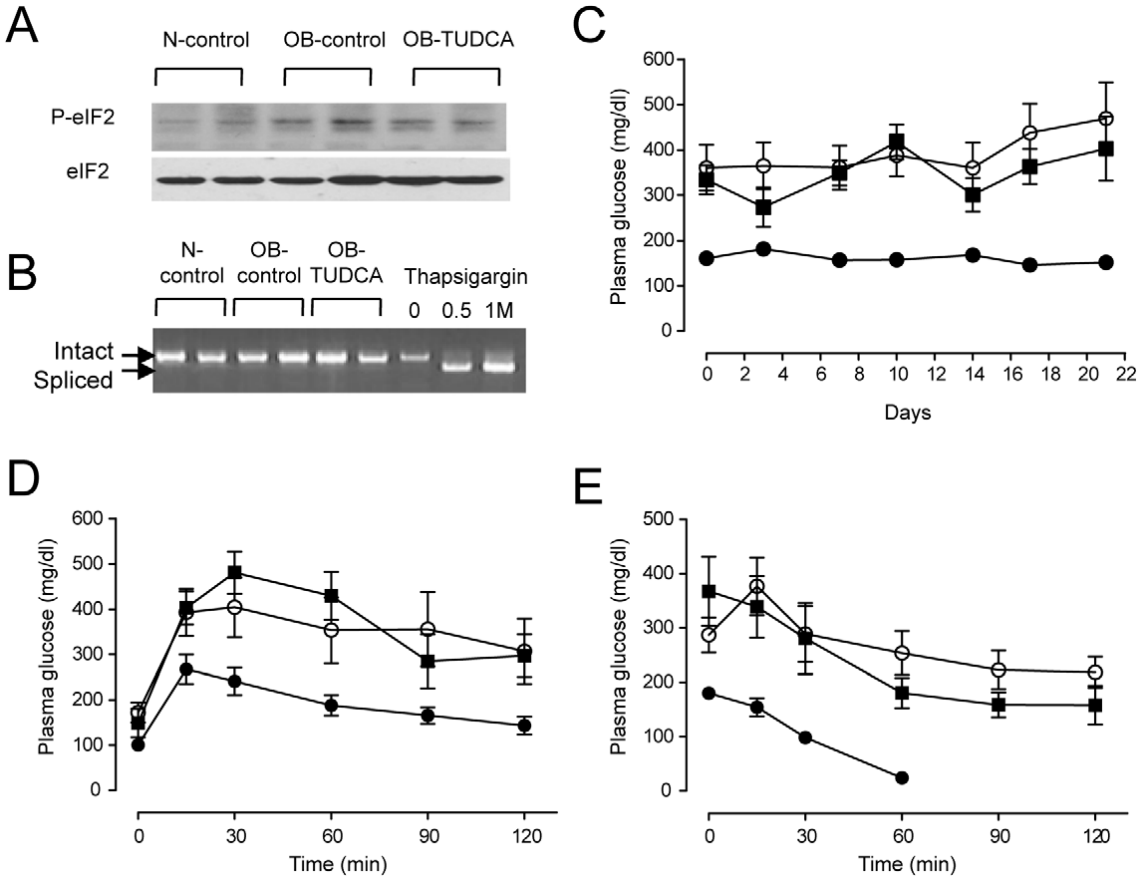
Effects of oral TUDCA treatment on ER stress and glucose homeostasis in ob/ob mice. (A) Phosphorylated eIF2α expression levels are similar among groups. (B) Alternative splicing of *Xbp1* was not detected in any of the three groups. The mRNAs isolated from thapsigargin-treated 3T3 L1 cells were used as controls. (C–E) There was no difference in fed-state blood glucose levels (C), glucose tolerance assessed by IPGTT (D), and insulin sensitivity assessed by ITT (E) between the OB-control and OB-TUDCA groups. Symbols and error bars represent means and SEM, respectively. (•), N-control; (○), OB-control; and (▪), OB-TUDCA mice.

### Altered global gene expression with TUDCA treatment

To examine the effect of oral TUDCA treatment on hepatic gene expression, we compared gene expression profiles of the liver tissue isolated from OB-control and OB-TUDCA mice. 

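Liver RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 3 arrays for N-control, 3 for OB-control and 3 for OB-TUDCA mice. By their labels the 9 arrays stand for 9 mice, 3 of the 6 that the methods give for each group. OB-TUDCA mice had received 500 mg/kg of TUDCA 2 times a day for 3 weeks by gavage, and livers were taken after 8 h of fasting. The authors summarized the probes with RMA in Expression Console, a method that corrects background, makes the arrays' distributions alike and gives a log2 signal per probe set. The medians of the 9 arrays over all probe sets did not exceed 4.58 on the log2 scale. The platform annotation paired 21789 probe sets with 1 gene symbol and 1621 with several, and 12146 are unnamed here. Probe sets of the same symbol were averaged, which left 19938 genes, and the others were not used for gene-level values. Differences between groups were tested two-sided with limma, in a fit in which the 3 groups share an estimate of the spread, with Benjamini-Hochberg adjustment over all genes. In simulated data with 200 of the 19938 genes changed, limma recovered 85% of genes changed 2-fold and 98% of those changed 4-fold between OB-TUDCA and OB-control mice. The same simulation gave 89.5% and 98% between OB-control and N-control mice. The tests, the threshold of 0.05 on the adjusted p and 60 gene lists were fixed before the data were examined, but after the paper's supplementary tables and figures had been read. Of these lists, 58 had at least 3 measured genes and were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, beside camera with an estimated correlation and fry. The number of arrays limits the precision: in an exact permutation test, 3 arrays against 3 cannot give a p below 0.1.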

First, we assessed the reproducibility of the experiments by comparing the log_2_ signal intensities of microarray data (Figure S1). Scatter plots of log_2_ intensities from paired experiments showed a high level of agreement between the samples (correlation coefficient *r*>0.98). 

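Pearson r between arrays of the same group, taken across all probe sets, ranged from 0.981 to 0.990 over 9 pairs, with a median of 0.987. The lowest value was that of N-control replicates 2 and 3. Arrays of different groups correlated nearly as highly, with medians of 0.984 between OB-control and OB-TUDCA, 0.983 between N-control and OB-control and 0.981 between N-control and OB-TUDCA. Probe sets are not independent replicates, so these coefficients carry no p. N-control replicate 2 differed from every other array in the digestive enzymes that the exocrine pancreas makes. The 23 measured pancreatic acinar genes, among them Cela1, Cela2a and Clps, were all highest in that array. They exceeded the mean of the other 8 arrays by a median of 6.09 on the log2 scale. Their mean log2 signal there was 9.65, against 3.76 to 4.15 in the other 8 arrays. Of 31 genes more than 4-fold higher in that array than in each of the others, 20 were on the acinar list, while the islet list exceeded the other arrays by a mean of 0.09.

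**Figure D1:**
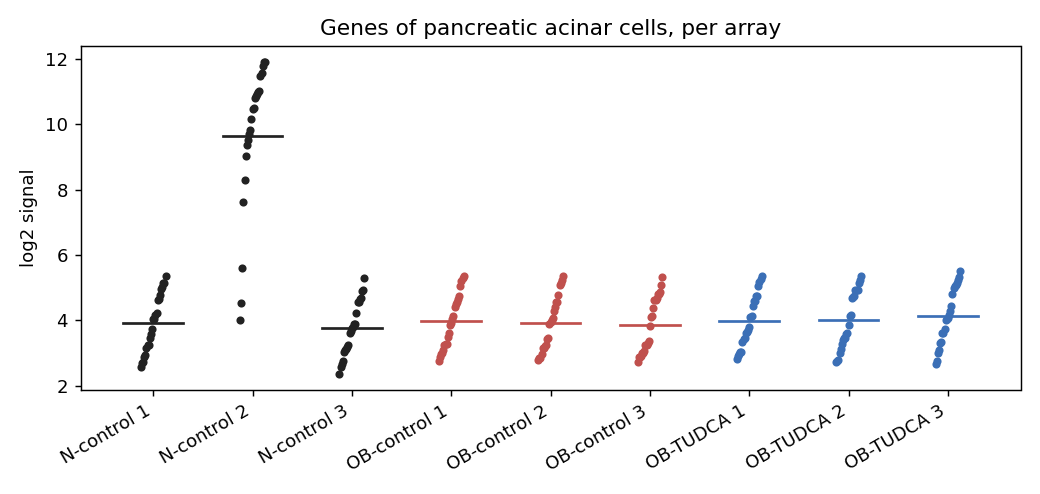
Log2 signal of the pancreatic acinar genes on each of the 9 arrays, by group. N-control replicate 2 has a mean of 9.65 and no other array has a mean above 4.15.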

Next, we systematically analyzed the microarray data using various approaches depicted in Figure 4*A*. We identified 357 DEGs (1,199 significantly altered probes) showing high overlap in terms of both fold-change and SAM analyses (Figure 4*B*, Table S1). 

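At an adjusted p under 0.05 from limma, 23 genes rose and 37 fell in OB-TUDCA compared with OB-control mice. Map3k6, a kinase of the Mapk cascades, rose by 1.18 on the log2 scale (standard error 0.18, adjusted p = 0.0441), from 4.86 ± 0.15 (SD, n = 3 arrays) to 6.03 ± 0.41 (SD, n = 3). Il6ra, the receptor for interleukin 6, rose by 1.02 (standard error 0.13), and Aldoa, a glycolytic aldolase, by 1.00 (standard error 0.15). For all 60 genes the 3 arrays of each group lay apart, as they did for 2750 genes, 13.8% of those tested, where chance gives 10%. Without adjustment, 1249 genes were higher and 1141 lower at a p under 0.05. The genes past the threshold depended on single arrays. None was higher or lower in limma without N-control replicate 2 (1162 and 1056 at an unadjusted p under 0.05), OB-control replicate 1 (896 and 998), OB-TUDCA replicate 2 (994 and 904) or OB-TUDCA replicate 3 (1252 and 1128). The counts were 9 higher and 17 lower without N-control replicate 1, 11 and 21 without N-control replicate 3, 12 and 13 without OB-control replicate 3, and 66 and 69 without OB-TUDCA replicate 1. Map3k6, Il6ra and Aldoa missed the threshold, together or in part, without N-control replicate 1 (0.0744 to 0.0752), N-control replicate 2 (0.0607 to 0.0861), N-control replicate 3 (0.071 to 0.0728) or OB-control replicate 1 (0.125 to 0.175) (adjusted p). It was so too without OB-control replicate 2 (0.0663 to 0.0831), OB-control replicate 3 (0.0753), OB-TUDCA replicate 2 (0.104 to 0.152) or OB-TUDCA replicate 3 (0.0989 to 0.116) (adjusted p). With the pancreatic acinar mean of each array as a covariate, or with only the OB-control and OB-TUDCA arrays in the fit, none passed (at an unadjusted p under 0.05, 1156 higher and 1051 lower, and 1056 and 1004). The fold and SAM limits that the paper used, applied again, selected 1101 probe sets as lower and 31 as higher, of which 300 carry 1 gene symbol. These stand for 268 genes, 6 of them higher and 29 lower by limma as well. Of the 1242 probe sets that were 1.5 times lower, 946 (76.2%) have no single gene symbol.

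**Figure D2:**
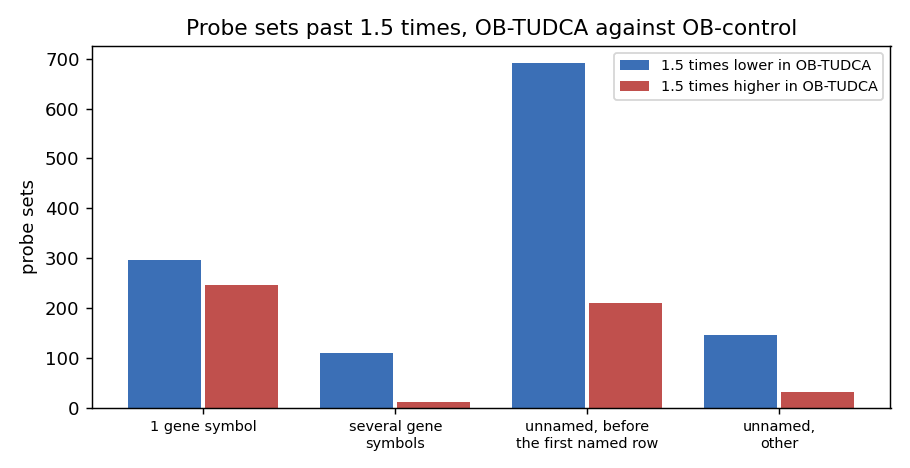
Number of probe sets at least 1.5 times lower or higher in OB-TUDCA than in OB-control mice, by what the platform annotation gives for them. Probe sets with 1 gene symbol number 296 lower and 247 higher, and unnamed probe sets before the first named one 691 lower and 210 higher.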

In the OB-TUDCA group, 334 of 357 DEGs were down-regulated (Table S2). 

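Of the 37 genes that fell in OB-TUDCA mice, those with the largest differences from OB-control mice act in steroid, carbon dioxide and carotenoid metabolism, in ubiquitination and in lipid transport. Hsd3b3, a steroid dehydrogenase, fell by 2.09 on the log2 scale (standard error 0.27, adjusted p = 0.0262), from 9.49 ± 0.25 (SD, n = 3 arrays) in OB-control to 7.40 ± 0.62 (SD, n = 3) in OB-TUDCA mice. Rnf125, a ubiquitin ligase, had a log2 difference of -1.57 (standard error 0.17, adjusted p = 0.0192), and Car5a, a mitochondrial carbonic anhydrase, -1.46 (standard error 0.15). Bco2, which cleaves carotenoids, and Spns2, a transporter of sphingosine 1-phosphate, fell by 1.12 and 1.11 on the log2 scale (standard errors 0.16 and 0.16). Among the 268 genes of the recomputed fold and SAM selection, 247 (92.2%) were lower in OB-TUDCA mice and 21 were higher. None of these 5 calls held without every array in turn. At least 1 of the genes missed the threshold without N-control replicate 1 (0.0556 to 0.0682), N-control replicate 2 (0.0545 to 0.0792), N-control replicate 3 (0.0502) or OB-control replicate 1 (0.125 to 0.158) (adjusted p). So it was without OB-control replicate 2 (0.055 to 0.0616), OB-control replicate 3 (0.0547), OB-TUDCA replicate 2 (0.0727 to 0.148) or OB-TUDCA replicate 3 (0.0779 to 0.109) (adjusted p).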

Then, we prioritized the DEGs using evidence scores (*ES*) as described in Materials and Methods. We confirmed that the genes with high *ES* were enriched with the genes regulating lipid metabolism (Table S3; hypergeometric test, *P*<10^−10^). Among the total DEGs, 34 genes were identified as relevant genes (Figure 4*B*, Table S4; hypergeometric test, *P*<10^−9^) and revealed three distinct patterns: (i) over-expressed only in the OB-control group, (ii) over-expressed only in the OB-TUDCA group, (iii) down-regulated only in the OB-TUDCA group (Figure 4*B*). In addition, we validated our microarray data by measuring mRNA levels of representative genes (*Scd2*, *Srebf1*, *Lpin1*, *Pparg*, *Cyp7a1*, and *Abcb11*) using quantitative real time-PCR (Figure S2 and S3).

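Of the paper's 34 relevant genes, 28 were measured with a single gene symbol (Ces1 as Ces1g, of which it is a synonym), and 3 were higher and 25 lower in OB-TUDCA than in OB-control mice. Foxa3, a forkhead transcription factor of the liver, rose by 1.35 on the log2 scale (standard error 0.19, adjusted p = 0.0323 from limma). Slc10a2, a sodium-dependent bile acid transporter, rose by 1.24 (standard error 0.20, adjusted p = 0.0468), and Lpin1 was the third that passed as higher. Nr1d1, a repressor of the circadian clock, fell by 1.04 on the log2 scale (standard error 0.16, adjusted p = 0.0441) and was 1 of 2 past the threshold as lower. Adjusted over the list alone, 3 were higher and 18 lower, but the study chose these genes on the same arrays, so that count is not independent evidence of their direction. By the group mean that lay farthest from the others, OB-TUDCA was lowest for 13 genes, as in Cyp7a1 and Abcb11, and highest for 3. OB-control was highest for 10 genes, as in Srebf1 and Scd2, and N-control for 2, Elovl3 and Nr4a1. Foxa3, Slc10a2 and Nr1d1 missed the threshold, each or in part, without N-control replicate 1 (0.0744), N-control replicate 2 (0.0707 to 0.0869), N-control replicate 3 (0.0626 to 0.0798), OB-control replicate 1 (0.125 to 0.149) or OB-control replicate 2 (0.0657 to 0.0865) (adjusted p). This also held without OB-control replicate 3 (0.0753 to 0.102), OB-TUDCA replicate 1 (0.0532 to 0.0659), OB-TUDCA replicate 2 (0.104 to 0.152) or OB-TUDCA replicate 3 (0.107 to 0.121) (adjusted p). Another loss came with only the 2 groups compared in the fit (0.119 to 0.16) or the pancreatic acinar mean as a covariate (0.0693 to 0.0865). Slc10a2 also missed the threshold with arrayWeights (0.0625) and with the replicate number as a block (0.0597) (adjusted p).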

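Lpin1, a phosphatidate phosphatase of triglyceride synthesis, rose by 1.81 on the log2 scale in OB-TUDCA compared with OB-control mice (standard error 0.19, adjusted p = 0.0192 from limma). Its log2 signal was 9.41 ± 0.31 in N-control, 8.93 ± 0.35 in OB-control and 10.74 ± 0.11 in OB-TUDCA mice (mean ± SD, n = 3 arrays each). Pparg, a nuclear receptor of fat storage, was 7.14 ± 0.20 in N-control, 8.00 ± 0.14 in OB-control and 7.95 ± 0.09 in OB-TUDCA mice, and rose by 0.86 from N-control to OB-control (standard error 0.12, adjusted p = 0.0107). Scd2, a fatty acid desaturase, had means of 5.64 ± 0.24, 7.51 ± 1.08 and 6.00 ± 0.46 in the same order, and Srebf1, the transcription factor that drives lipogenesis, 8.27 ± 0.62, 8.94 ± 0.51 and 7.90 ± 0.41. Lpin1 missed the threshold without N-control replicate 2 (0.0545), OB-control replicate 1 (0.125), OB-TUDCA replicate 2 (0.104) or OB-TUDCA replicate 3 (0.0779) (adjusted p). The threshold was also missed with only the 2 groups compared in the fit (0.116) or with the pancreatic acinar mean as a covariate (0.0541). The difference in Pparg did so without OB-control replicate 1 (0.0653) and with only the N-control and OB-control arrays in the fit (adjusted p = 0.0666).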

**Figure 4:**
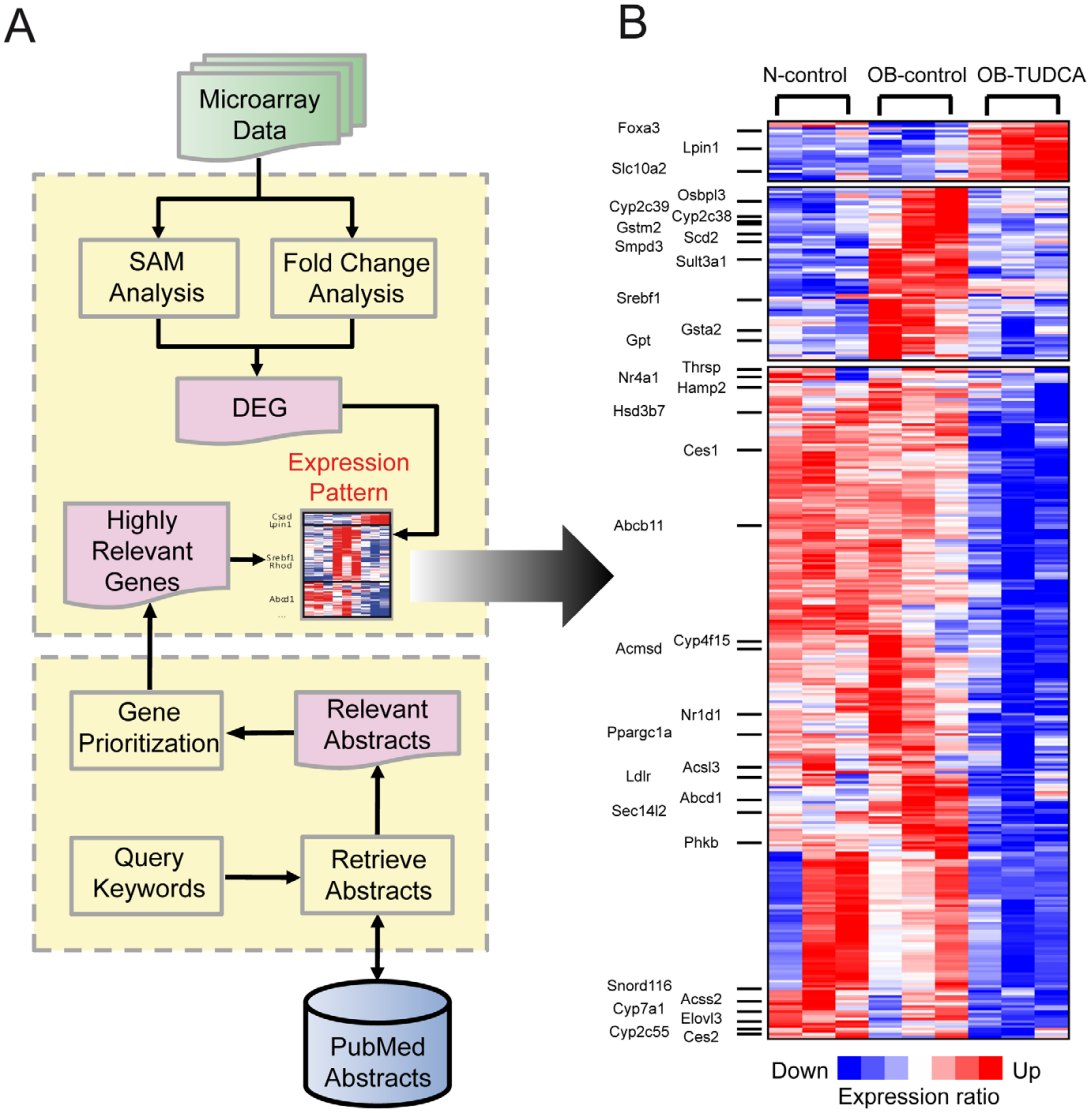
Changes in hepatic gene expression in OB-control and OB-TUDCA groups. (A) Flowchart of DEG selection and relevant gene search. DEGs were selected using SAM and fold-change analysis. The relevant genes were selected using a PubMed database search. (B) The expression matrix shows the relative expression levels of DEGs for each condition. Each column of the matrix represents three experimental conditions: N-control, OB-control, and OB-TUDCA groups. Each row of the matrix represents relative expression data that were gene-wise normalized. Hierarchical clustering was conducted using the following parameters: Pearson correlation and single linkage method.

### Regulation of hepatic lipid homeostasis

To examine which component of lipid homeostasis was altered by TUDCA treatment, we categorized the genes involved in lipid metabolism into four groups (i.e., *de novo* lipogenesis, lipid uptake, lipid export, and lipid oxidation) based on the KEGG pathway and manual curation analyses. 

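Of 24 measured genes of de novo lipogenesis, the synthesis of fatty acids from acetyl-CoA, 18 had a lower mean in OB-TUDCA than in OB-control mice and 6 a higher one. The list's mean log2 difference was -0.38 (SD across genes 0.46). None of its genes passed limma's threshold over all genes or adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05. The list as a whole was lower in camera (adjusted p = 0.0101), a call that was lost with an estimated correlation (adjusted p = 0.738 with an estimated correlation) and in fry (adjusted p = 0.718). It was also lost without OB-control replicate 1 (mean -0.16, adjusted p = 0.367) or OB-control replicate 3 (mean -0.26, adjusted p = 0.23), and the mean was -0.71 without OB-control replicate 2. The study names 13 of the 24 from these same arrays, and without them the mean was -0.30 and the list was not called (adjusted p = 0.16). Of the 268 genes selected again by the fold and SAM limits of the paper, 5 belong to the list, which are Acss2, Elovl3, Scd2, Srebf1 and Thrsp. That is 20.8% of the list's genes against 1.34% of all genes (one-sided Fisher's exact test, p = 1.46e-05). Scd2 and Thrsp are among the 13 genes that the study names from these arrays, and this test was not run without the 13. All 5 genes are among the paper's relevant genes, which were also chosen on these arrays. The list was written after the paper's tables had been read, so the p of this test is not independent evidence. No gene of the lists of lipid uptake (19 genes), lipid export (12 genes) or fatty acid oxidation and ketogenesis (28 genes) was in that selection. With 1.34% of all genes selected, lists of this length would often hold none, so their counts alone show no contrast with de novo lipogenesis. Genes within a list are correlated, which Fisher's exact test does not take into account.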

As shown in Figure 5*A*, the *de novo* lipogenesis group comprises of the majority of DEGs (hypergeometric test, *P*<10^−3^). 

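Acaca, Acly, Gpam, Fasn, Pklr and Thrsp had a higher mean in OB-control than in N-control mice, and Acacb and Me1 a lower one. The largest log2 differences were those of Thrsp (0.72, standard error 0.74), a nuclear protein linked to lipogenesis, and Acly (0.70, standard error 0.55), which makes cytosolic acetyl-CoA. In OB-TUDCA compared with OB-control mice, 6 of the 8 genes had a lower mean, among them Thrsp (-0.81, standard error 0.74), Fasn (-0.68, standard error 0.60), the fatty acid synthase, and Acly (-0.61). Me1, malic enzyme, had a difference of 0.20 (standard error 0.44) and Pklr, the liver pyruvate kinase, one of 0.02 (standard error 0.35). None of the 8 passed limma in either comparison, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and 1, Thrsp, was in the recomputed fold and SAM selection. As a list their mean log2 difference was 0.42 from N-control to OB-control (adjusted p = 0.259 from camera) and -0.34 with TUDCA (adjusted p = 0.269). OB-control replicate 2 held low values of these genes, with Acacb at a log2 signal of 6.76 against 9.12 and 9.00 in OB-control replicates 1 and 3. The list passed camera without that array (mean 0.92, adjusted p = 0.000426, and with TUDCA mean -0.85, adjusted p = 0.000258), and in OB-control mice also without N-control replicate 1 (mean 0.80, adjusted p = 0.0081). The study named these genes from the same arrays, so their direction is not independent evidence.

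**Figure D3:**
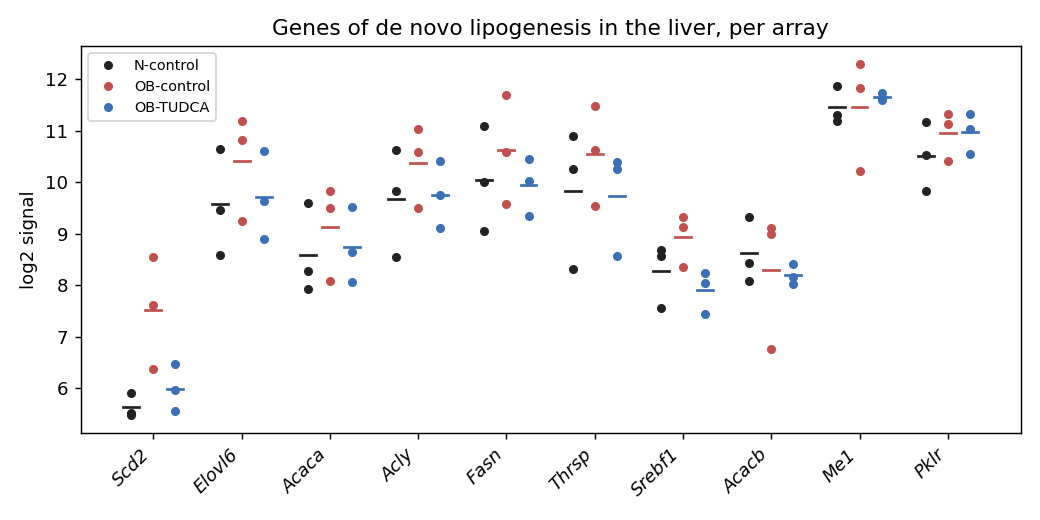
Log2 signal of 10 genes of de novo lipogenesis on each array, as points by group, with a line at the mean of each group. The arrays of OB-control mice spread widely, from 6.76 to 9.12 for Acacb.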

Expression levels of genes for fatty acid synthesis (e.g., *Acaca*, *Acacb*, *Acly*, *Gpam*, *Fasn*, *Me1*, *Pklr*, and *Thrsp*) were up-regulated in ob/ob mice but down-regulated with TUDCA treatment (Figure 5*B*). Moreover, the fatty acid elongation and desaturation enzymes (e.g., *Scd2*, *Elovl6*, *Elovl5*, *Fads2*, and *Elovl1*) showed similar expression patterns to the fatty acid synthesis enzymes (Figure 5*B*). In contrast, the expression levels of the genes regulating lipid uptake were generally up-regulated in both OB-control and OB-TUDCA groups. 

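All 5 of these elongation and desaturation genes had a higher mean in OB-control than in N-control mice and a lower mean in OB-TUDCA than in OB-control mice. Scd2 differed most, by 1.87 on the log2 scale in OB-control mice (standard error 0.46, adjusted p = 0.121 from limma) and by -1.52 with TUDCA (standard error 0.46, adjusted p = 0.207). Elovl5 and Elovl1, elongases, and Fads2, a desaturase of polyunsaturated fatty acids, had differences of -0.26, -0.20 and -0.32 with TUDCA (standard errors 0.33, 0.14 and 0.21). None of the 5 passed limma over all genes in either comparison, with 2 higher in OB-control mice and 1 lower with TUDCA at an unadjusted p under 0.05, 1 and 1 adjusted over the list alone, and 1 in the recomputed fold and SAM selection. Together they were higher in OB-control mice by a mean of 0.71 (adjusted p = 0.0248 from camera) and lower with TUDCA by a mean difference of -0.60 (adjusted p = 0.024). Both calls were lost with an estimated correlation (adjusted p = 0.4 with an estimated correlation in OB-control mice and 0.491 with TUDCA), and the study's choice of these genes on the same arrays makes the direction no independent evidence. The call in OB-control mice was lost without N-control replicate 2 (mean 0.73, adjusted p = 0.0552), N-control replicate 3 (mean 0.56, adjusted p = 0.122), OB-control replicate 1 (mean 0.45, adjusted p = 0.128) or OB-control replicate 3 (mean 0.58, adjusted p = 0.162), while without OB-control replicate 2 the mean was 1.098. With the pancreatic acinar mean as a covariate the adjusted p was 0.0521 in OB-control mice. Without Scd2 the other 4 genes had means of 0.42 in OB-control mice (adjusted p = 0.14) and -0.37 with TUDCA (adjusted p = 0.125). The call with TUDCA was lost without OB-control replicate 1 (mean -0.34, adjusted p = 0.19), OB-control replicate 3 (mean -0.47, adjusted p = 0.152), OB-TUDCA replicate 1 (mean -0.61, adjusted p = 0.0808) or OB-TUDCA replicate 2 (mean -0.57, adjusted p = 0.0709). The mean with TUDCA was -0.99 without OB-control replicate 2. Scd2 alone passed in OB-control mice without OB-control replicate 2 (adjusted p = 0.0145).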

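Of 19 measured genes of lipid uptake, 8 had a higher and 11 a lower mean in OB-control than in N-control mice, with a mean log2 difference of 0.19. Vldlr, a receptor for triglyceride-rich lipoproteins, rose by 1.26 on the log2 scale in OB-control mice (standard error 0.16, adjusted p = 0.00887 from limma), and Cd36 was the other gene that passed. Fabp1 and Scp2, fatty acid binding proteins, and Slc27a2, a fatty acid transport protein, had differences of -0.19, -0.14 and -0.04. With 2 higher, 0 lower and 17 not past the threshold (2 higher adjusted over the list alone, 5 higher and 0 lower at an unadjusted p under 0.05), the list itself was not called in OB-control mice (adjusted p = 0.446 from camera). Between OB-TUDCA and OB-control mice 10 genes had a higher and 9 a lower mean, the list's mean log2 difference was 0.14 (adjusted p = 0.745) and no gene passed limma (1 higher at an unadjusted p under 0.05). The list passed in OB-control mice without OB-control replicate 2 (mean 0.33, adjusted p = 0.011), and Vldlr missed the threshold without N-control replicate 1 (0.0511) (adjusted p).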

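Cd36, the fatty acid translocase, rose by 1.70 on the log2 scale in OB-control compared with N-control mice (standard error 0.21, adjusted p = 0.00802 from limma), from 9.27 ± 0.49 to 10.97 ± 0.18 (SD, n = 3 arrays each). It was 11.01 ± 0.12 (SD, n = 3) in OB-TUDCA mice, a difference of 0.04 from OB-control mice (standard error 0.21, adjusted p = 0.961). Pltp, the phospholipid transfer protein, had a log2 difference of 0.14 in OB-control mice (standard error 0.47, adjusted p = 0.952) and of 0.57 with TUDCA (standard error 0.47). The symbol Mgl1 can stand for Mgll, monoglyceride lipase, or for Clec10a, a lectin of macrophages. Mgll had a log2 signal of 8.06 ± 0.75 in N-control and 9.15 ± 0.73 in OB-control mice (SD, n = 3 arrays each, adjusted p = 0.307) and differed by 0.27 with TUDCA, while Clec10a differed by 0.17 and 0.22. Pltp passed the threshold in OB-control mice without OB-control replicate 2 (0.0475), and Cd36 missed it with only the arrays of N-control and OB-control mice in the fit (adjusted p = 0.0666).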

The key lipid uptake genes (e.g., *Cd36*, *Mgl1*, and *Pltp*) were increased in the OB-control mice and their expression levels were not altered with TUDCA treatment (Figure 5*C*). We examined the expression of genes regulating the metabolism of very low density lipoprotein (VLDL), a major pathway regulating hepatic triglyceride export; *Apoa4* was highly up-regulated in ob/ob mice but its expression was not affected by TUDCA treatment. 

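Apoa4, an apolipoprotein of triglyceride-rich lipoproteins, rose by 2.03 on the log2 scale in OB-control compared with N-control mice (standard error 0.35, adjusted p = 0.0346 from limma). Its log2 signal was 10.12 ± 0.08 in N-control, 12.15 ± 0.79 in OB-control and 12.41 ± 0.44 in OB-TUDCA mice (mean ± SD, n = 3 arrays each). The difference between OB-TUDCA and OB-control mice was 0.26 (standard error 0.35, adjusted p = 0.825). The rise in OB-control mice missed the threshold without N-control replicate 1 (0.139), N-control replicate 2 (0.113) or N-control replicate 3 (0.0949) (adjusted p). The same was so without OB-control replicate 1 (0.156), OB-control replicate 3 (0.101), OB-TUDCA replicate 2 (0.0708) or OB-TUDCA replicate 3 (0.0556) (adjusted p). It also did so with the pancreatic acinar mean as a covariate or with only the arrays of both these groups in the fit (adjusted p = 0.109 in each).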

Other VLDL-related genes, including *Apob*, *Apoe*, *Apoc3*, and *Mttp*, showed comparable mRNA expression levels among the three groups (Figure *5D*). 

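Apob, the structural protein of VLDL, had log2 differences of -0.01 in OB-control compared with N-control mice and -0.04 in OB-TUDCA compared with OB-control mice (standard error 0.08 for both, 3 arrays per group). Apoe differed by 0.14 and -0.06 and Apoc3, an inhibitor of lipoprotein lipase, by 0.15 and -0.08, with standard errors of 0.07 and 0.08. Mttp, which loads lipid onto Apob, differed by 0.08 and 0.14 (standard error 0.14). None of these 4 genes passed limma in either comparison, with adjusted p between 0.42 and 0.99 in OB-control mice and between 0.75 and 0.892 with TUDCA, and none was in the recomputed fold and SAM selection. With Apoa4 added, the 5 VLDL genes that the study names were higher in OB-control mice by a mean of 0.48 (adjusted p = 0.036 from camera, and adjusted p = 0.31 with an estimated correlation). The list was chosen on these arrays and so is not independent evidence. That call was lost without N-control replicate 2 (mean 0.48, adjusted p = 0.0871), OB-control replicate 1 (mean 0.43, adjusted p = 0.0841) or OB-control replicate 3 (mean 0.40, adjusted p = 0.145), with the pancreatic acinar mean as a covariate (adjusted p = 0.085), in fry (adjusted p = 0.0516) and without Apoa4 (mean of the other 4 genes 0.09, adjusted p = 0.274). It was lost too with the replicate number as a block (adjusted p = 0.0587). With TUDCA the mean difference of the 5 VLDL genes was 0.04 (adjusted p = 0.786). A list of 12 genes of lipid export had means of 0.22 (adjusted p = 0.14) and 0.04 (adjusted p = 0.995) in these comparisons. In it 1 gene passed in OB-control mice, Apoa4, and 0 with TUDCA (1 higher at an unadjusted p under 0.05 and 1 higher adjusted over the list alone). It was called in OB-control mice without OB-control replicate 2 (mean 0.26, adjusted p = 0.0497), and after quantile normalization once more (mean 0.25, adjusted p = 0.0411).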

The expression levels of fatty acid oxidation-related genes were slightly up-regulated in OB-control mice and their expression levels were not significantly different with TUDCA treatment except for *Aacs*, which showed a further increase with TUDCA treatment (Figure 5*E*).

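Of 28 measured genes of fatty acid oxidation and ketogenesis, 25 had a higher mean in OB-control than in N-control mice. The list rose by a mean of 0.31 on the log2 scale (adjusted p = 1.07e-06 from camera, and adjusted p = 0.349 with an estimated correlation). Abcd2, a peroxisomal fatty acid transporter, rose by 1.42 (standard error 0.24, adjusted p = 0.033 from limma) and was the only gene of the list past the threshold, with 3 higher adjusted over the list alone. Acadm, a mitochondrial acyl-CoA dehydrogenase, had a difference of 0.31 (standard error 0.10). With TUDCA, 21 of the 28 had a lower mean than in OB-control mice, and the mean over the list was -0.07. The list was called lower in camera (adjusted p = 0.0377, and adjusted p = 0.773 with an estimated correlation). No gene of it passed limma over all genes or adjusted over the list alone (0 higher and 2 lower at an unadjusted p under 0.05), and none was in the recomputed fold and SAM selection. Aacs, acetoacetyl-CoA synthetase, had a log2 signal of 7.50 ± 0.85 in OB-control and 8.29 ± 0.22 in OB-TUDCA mice (mean ± SD, n = 3 arrays each), a difference of 0.79 (standard error 0.49, adjusted p = 0.575). The list's call with TUDCA was lost without OB-control replicate 1 (mean -0.06, adjusted p = 0.061), OB-control replicate 3 (mean 0.01, adjusted p = 0.737), OB-TUDCA replicate 1 (mean -0.05, adjusted p = 0.181) or OB-TUDCA replicate 2 (mean -0.07, adjusted p = 0.0622). Its mean was -0.15 without OB-control replicate 2. It was also lost when the third of genes with the lowest signal was left out (adjusted p = 0.0535). Abcd2 missed the threshold without N-control replicate 1 (0.139), N-control replicate 2 (0.125) or OB-control replicate 1 (0.0809) (adjusted p). It was so too without OB-control replicate 3 (0.0732), OB-TUDCA replicate 1 (0.0638), OB-TUDCA replicate 2 (0.0655) or OB-TUDCA replicate 3 (0.0538) (adjusted p). With only the N-control and OB-control arrays in the fit its adjusted p was 0.124, and with the acinar covariate 0.119.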

**Figure 5:**
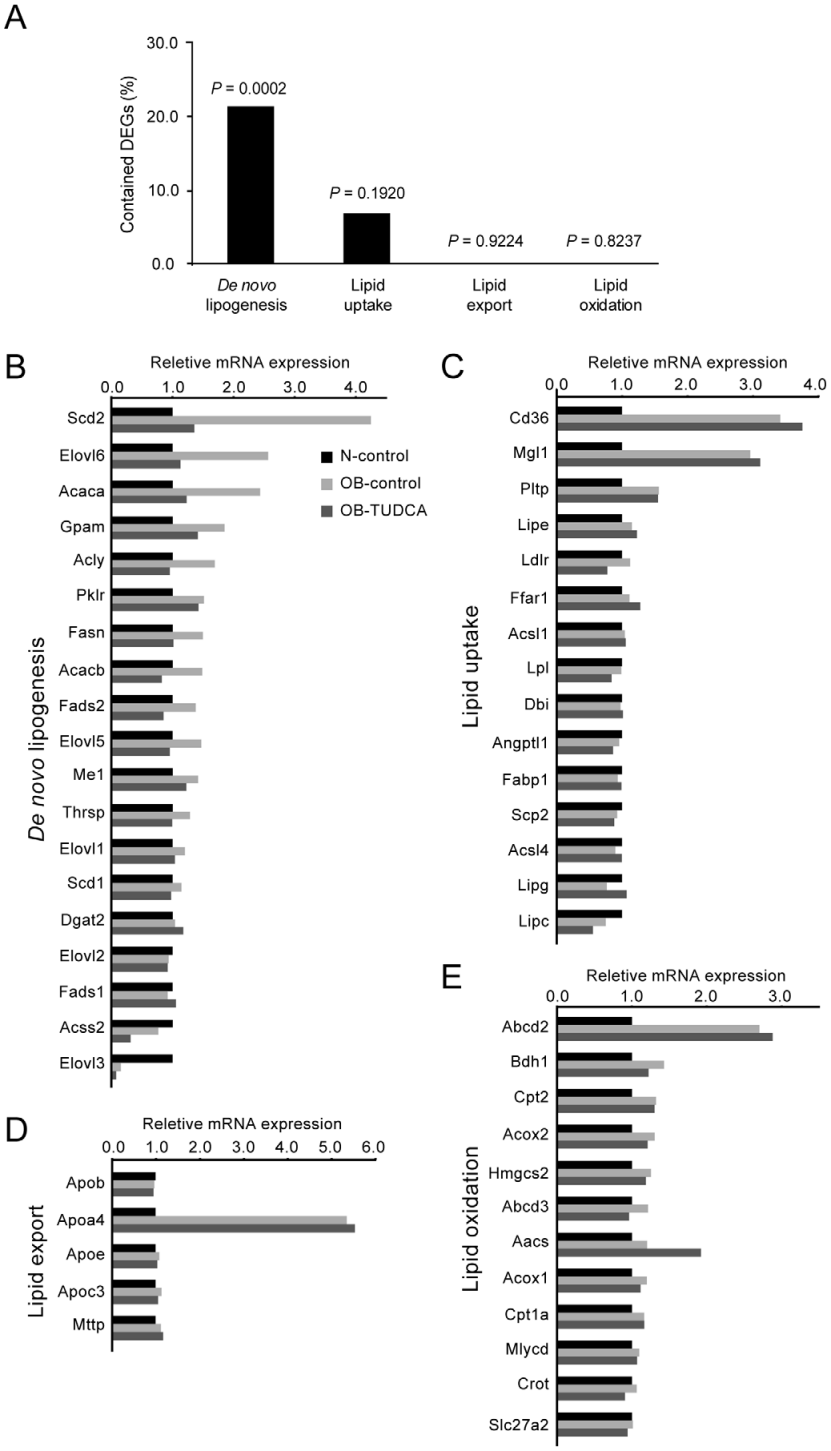
Alteration of gene expression in lipid flux regulating groups. (A) The percentages of included DEGs in each group and its statistical significance. (B–E) Expression changes of genes involved in *de novo* lipogenesis, lipid uptake, export, and oxidation.

### Biological pathways affected by TUDCA treatment

In general, genes cooperate with other genes as some parts of pathways that regulate specific biological processes. These associations are of particular importance for relating an altered phenotype with drug treatment at molecular level. To examine the gene expression changes in pathways other than lipid metabolism, we analyzed altered biological pathways in response to TUDCA treatment. We focused on the pathways that were enriched with up- or down-regulated genes and identified 29 differentially expressed pathways (6 up-regulated and 23 down-regulated) (Figure 6*A*, Table S5). 

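Across 58 gene lists of metabolism, signalling and cell types, 6 were higher and 19 lower in OB-TUDCA than in OB-control mice at an adjusted p under 0.05 from camera. The higher lists held ribosomal proteins, complement, the acute phase, immediate early genes, glucocorticoid targets and markers of Kupffer cells and macrophages. The lower lists held mostly enzymes of amino acids, drugs, steroids, fatty acids and glutathione. With an estimated correlation, 0 of the 58 passed, 12 of the called lists had an unadjusted p under 0.05, and fry called 9. Kmo, an oxygenase of tryptophan breakdown, fell by 0.55 on the log2 scale (standard error 0.08, adjusted p = 0.0295 from limma), and Agxt2, a mitochondrial aminotransferase, by 0.71 (standard error 0.11, adjusted p = 0.0468). Kmo and Agxt2 missed the threshold, alone or together, without N-control replicate 1 (0.0551 to 0.0596), N-control replicate 2 (0.0675 to 0.0823), N-control replicate 3 (0.0516 to 0.0714) or OB-control replicate 1 (0.125 to 0.16) (adjusted p). So it was without OB-control replicate 2 (0.055 to 0.0869), OB-control replicate 3 (0.0753 to 0.0901), OB-TUDCA replicate 2 (0.117 to 0.162) or OB-TUDCA replicate 3 (0.101 to 0.116) (adjusted p). A loss came too with only the 2 groups compared in the fit (0.125) or the pancreatic acinar mean as a covariate (0.0672 to 0.084). Both genes also missed the threshold with the replicate number as a block (0.0527 to 0.0686), and Agxt2 with arrayWeights (0.0625) (adjusted p).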

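Lists of amino acid breakdown had lower means in OB-TUDCA than in OB-control mice, with calls in camera that were all lost with an estimated correlation. Of 24 genes of valine, leucine and isoleucine degradation, 23 had a lower mean, and 1 passed limma over all genes (13 lower and 1 higher adjusted over the list alone). That gene was Abat, 4-aminobutyrate aminotransferase, which had a log2 difference of -1.01 (standard error 0.15, adjusted p = 0.0386, 3 arrays per group). Of 17 genes of tryptophan metabolism 14 had a lower mean (12 lower and 1 higher adjusted over the list alone), and of 24 genes of glycine, serine and threonine metabolism 20 did (11 lower and 2 higher). In the latter Amt, a subunit of the glycine cleavage system, differed by -0.97 (standard error 0.11, adjusted p = 0.0192). Hal, Uroc1 and Ftcd, which break down histidine in turn, had differences of -0.81, -0.55 and -0.58 (standard errors 0.29, 0.12 and 0.18). None of the 7 histidine genes passed limma over all genes (1 higher and 5 lower both at an unadjusted p under 0.05 and adjusted over the list alone, 3 lower in the recomputed fold and SAM selection). Camera called the branched-chain (mean -0.39, adjusted p = 1.49e-14), tryptophan (mean -0.49, adjusted p = 2.32e-10), glycine (mean -0.30, adjusted p = 2.7e-06), histidine (mean -0.34, adjusted p = 0.0111) and urea cycle and nitrogen lists (mean -0.37, adjusted p = 0.00382). The calls were lost with adjusted p = 0.105 with an estimated correlation for the glycine list, 0.176 for the branched-chain and histidine lists and 0.189 for the tryptophan and urea cycle lists. Abat and Amt missed the threshold, together or Abat alone, without N-control replicate 1 (0.0596), N-control replicate 2 (0.0545 to 0.0798), N-control replicate 3 (0.0516) or OB-control replicate 1 (0.125 to 0.149) (adjusted p). This also held without OB-control replicate 2 (0.0657), OB-control replicate 3 (0.0732), OB-TUDCA replicate 2 (0.104 to 0.148) or OB-TUDCA replicate 3 (0.0779 to 0.113) (adjusted p). It was missed too with only the 2 groups compared in the fit (0.116 to 0.126) or with the pancreatic acinar mean as a covariate (0.0541 to 0.0797). Abat also missed the threshold with the replicate number as a block (0.0615, adjusted p).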

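Cytochrome P450 and other drug-metabolizing genes had a lower mean in OB-TUDCA than in OB-control mice in 35 of 38 cases, with 1 lower over all genes and 12 lower and 1 higher adjusted over the list alone. The gene past the threshold was Cyp2a22, a P450, at -1.04 on the log2 scale (standard error 0.14, adjusted p = 0.0295 from limma). Sult3a1 and Sult1e1, sulfotransferases, had differences of -1.13 and -1.40 (standard errors 0.30 and 0.52, neither past the threshold). In the list of sulfur metabolism and sulfotransferases, 9 of 17 genes were lower and 1 was higher adjusted over the list alone, and 12 had a lower mean. The one gene of it past the threshold over all genes was Csad, which makes hypotaurine for taurine synthesis and was higher. Camera called the P450 (mean -0.38, adjusted p = 2.23e-12), sulfur (mean -0.37, adjusted p = 0.000166), steroid hormone (mean -0.62, adjusted p = 1.87e-05), pyruvate and propanoate (mean -0.22, adjusted p = 7.73e-05), arachidonic and linoleic acid (mean -0.25, adjusted p = 0.00222) and retinol lists (mean -0.18, adjusted p = 0.0129) lower. All 6 calls were lost with an estimated correlation, with adjusted p = 0.0902 with an estimated correlation for the P450 list, 0.176 for the sulfur, retinol and pyruvate lists and 0.238 for the steroid and arachidonic lists. The retinol call was lost without OB-control replicate 1 (mean -0.15, adjusted p = 0.0582) or OB-TUDCA replicate 1 (mean -0.17, adjusted p = 0.0619). Cyp2a22 missed the threshold without N-control replicate 1 (0.0605), N-control replicate 2 (0.0545) or OB-control replicate 1 (0.125) (adjusted p). The same was so without OB-control replicate 2 (0.0601), OB-control replicate 3 (0.0753), OB-TUDCA replicate 2 (0.111) or OB-TUDCA replicate 3 (0.101) (adjusted p). Another loss came with only the 2 groups compared in the fit (0.116) or with the pancreatic acinar mean as a covariate (0.0541).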

Down-regulated pathways in the OB-TUDCA group as compared to the OB-control group included fatty acid biosynthesis, fatty acid metabolism, glutathione metabolism, sulfur metabolism, xenobiotic metabolism, and amino acid metabolism. Most of the altered pathways in this network are extensively connected by common metabolites or genes and display similar expression patterns (Figure 6*A*). 

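Of 56 measured genes of cytosolic ribosomal proteins, 54 had a higher mean in OB-TUDCA than in OB-control mice, by a mean of 0.27 on the log2 scale. Rps3a1 differed by 0.36 and Rps15a by 0.28 (standard errors 0.14 and 0.12, 3 arrays per group), and Rps2 by -0.03 (standard error 0.07). None passed limma over all genes, while 21 were higher adjusted over the list alone and 37 were higher at an unadjusted p under 0.05, and none was in the recomputed fold and SAM selection. The list was called in camera (adjusted p = 2.57e-17), but not with an estimated correlation (adjusted p = 0.333 with an estimated correlation). Inflammatory lists were also called higher, with 17 of 22 complement genes (mean 0.21, adjusted p = 0.0133, and adjusted p = 0.476 with an estimated correlation) and 16 of 21 genes of the acute phase (mean 0.37, adjusted p = 0.000776, and 0.569 with an estimated correlation) above OB-control. C8a and C6, of the terminal complement complex, differed by 0.80 and 0.54 (standard errors 0.24 and 0.14), and Hp, haptoglobin, by 0.42 (standard error 0.15). No gene of either list passed limma over all genes, with 0 complement genes and 8 higher and 1 lower acute phase genes adjusted over the list alone. The unadjusted p was under 0.05 for 5 and 8 as higher and for 0 and 2 as lower. In the recomputed selection were 0 complement genes and 2 higher and 1 lower acute phase genes, the last of them Hamp, hepcidin. Markers of Kupffer cells and macrophages moved the same way (mean 0.42, 13 of 15 genes higher, adjusted p = 0.000596, and adjusted p = 0.491 with an estimated correlation). The complement call was lost without OB-control replicate 1 (mean 0.17, adjusted p = 0.061) or OB-TUDCA replicate 3 (mean 0.16, adjusted p = 0.108), and with quantile normalization once more (adjusted p = 0.0512). The acute phase call was lost without OB-TUDCA replicate 3 (mean 0.18, adjusted p = 0.126), and its mean was 0.62 without OB-TUDCA replicate 1, an array without which the macrophage mean was 0.64.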

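Among genes of cell signalling, 15 of 18 immediate early and Mapk response genes had a higher mean in OB-TUDCA than in OB-control mice (list mean 0.32, adjusted p = 0.00849 from camera, and adjusted p = 0.598 with an estimated correlation). Dusp1, a phosphatase that switches off Mapk signalling, differed by 1.24 on the log2 scale (standard error 0.27, adjusted p = 0.0914 from limma), Jund by 0.28 and Dusp6 by 0.19 (standard errors 0.16 and 0.21). None of the 18 passed over all genes (2 higher adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 1 higher and 1 lower in the recomputed selection). Of 18 p53 target genes, 15 had a higher mean (list mean 0.12, adjusted p = 0.0952), and Trp53inp1 differed by 0.46 (standard error 0.21). Of 25 genes of coagulation and fibrinolysis 16 did (list mean 0.09, adjusted p = 0.485), with Fgg, fibrinogen gamma, at 0.23 (standard error 0.10). Neither list was called, and no gene of them passed limma (3 higher and 1 lower, and 5 higher and 2 lower, at an unadjusted p under 0.05; none of the p53 targets and 1 higher and 1 lower coagulation gene adjusted over the list alone). The immediate early call was lost without OB-TUDCA replicate 3 (mean 0.16, adjusted p = 0.177). The p53 list passed without OB-TUDCA replicate 1 (mean 0.18, adjusted p = 0.0112) and the coagulation list without OB-control replicate 2 (mean 0.17, adjusted p = 0.0155).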

Ribosome, inflammatory responses, and cell signaling pathways were up-regulated. Most differentially expressed pathways (DEPs) showed opposite directions of regulation (Figure 6*B*). These results are supported by GO analysis of biological processes involving the identified DEPs (Table 1).

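Stap1, an adaptor protein, rose by 1.19 on the log2 scale in OB-control compared with N-control mice (standard error 0.11, adjusted p = 0.00183 from limma) and fell by 0.95 with TUDCA (standard error 0.11, adjusted p = 0.0249). Csad, of taurine synthesis, fell by 1.38 in OB-control mice (standard error 0.16, adjusted p = 0.00596) and rose by 1.33 with TUDCA (standard error 0.16). They are among 10 genes that passed the threshold in both comparisons, all of them in opposite directions. The shared OB-control arrays favour that: of 624 genes at an unadjusted p under 0.05 in both, 80.8% were opposite, against 98.0% on average in simulated groups without a difference. Ribosomal protein genes were lower in OB-control mice (mean -0.27, adjusted p = 4.98e-21 from camera, and adjusted p = 0.31 with an estimated correlation), as were complement genes (mean -0.52, adjusted p = 4.9e-09, and 0.211 with an estimated correlation). Over all 58 lists, the means of the comparisons had opposite signs in 36 (62.1%). The comparisons share the OB-control arrays with opposite signs, and simulated groups without any difference gave 67.4% on average. Across genes, which are not independent replicates, the correlation of the differences was -0.21 against -0.50 on average (range -0.59 to -0.41) in the simulation, and 59.7% of genes had opposite signs against 66.7%. When different OB-control arrays served each comparison, the 6 correlations ranged from -0.11 to 0.12. Stap1 and Csad missed the threshold for TUDCA without N-control replicate 2 (0.0585) (adjusted p). It was so too without OB-control replicate 1 (0.125), OB-control replicate 3 (0.0615), OB-TUDCA replicate 2 (0.104) or OB-TUDCA replicate 3 (0.0812) (adjusted p). The threshold was also missed with only the 2 groups compared in the fit (0.116) or with the pancreatic acinar mean as a covariate (0.0573).

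**Figure D4:**
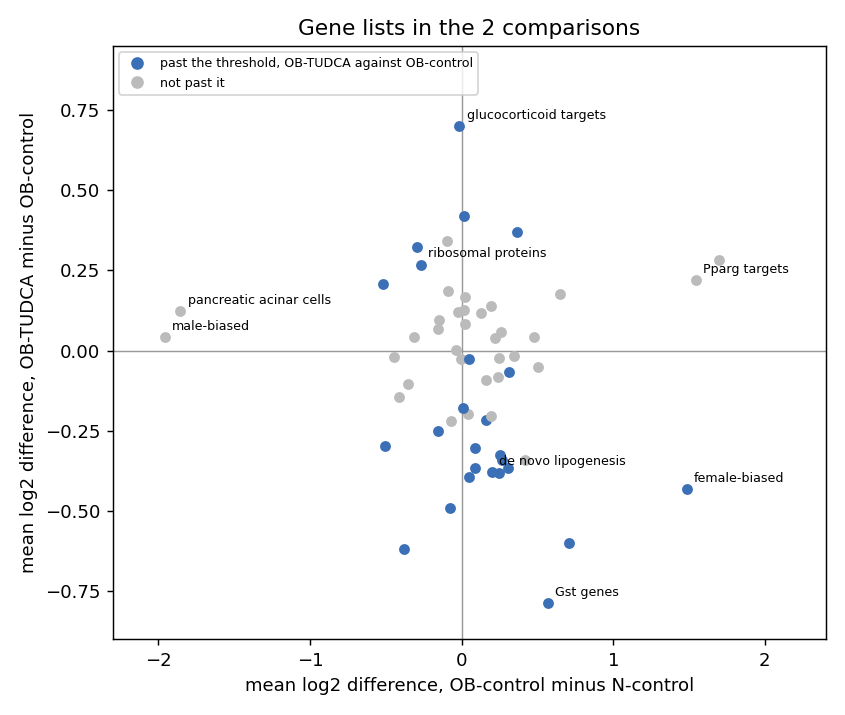
Mean log2 difference of each of 58 gene lists in OB-control against N-control mice (horizontal axis) and in OB-TUDCA against OB-control mice (vertical axis). The 36 lists with opposite signs lie in the upper left and lower right, and blue points are lists past the threshold with TUDCA.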

**Figure 6:**
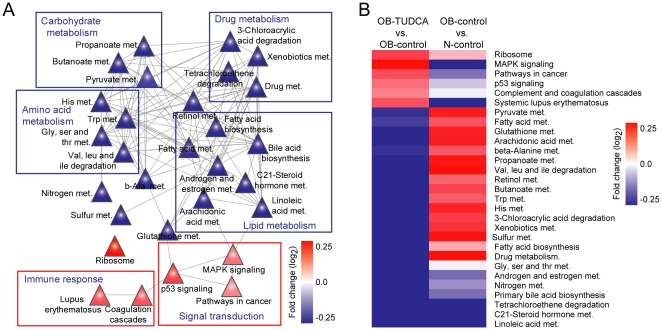
Relationships between altered pathways in the OB-TUDCA group. (A) Abstract view of the pathway-pathway network; it shows the relationship among the pathways by connecting common genes. The colors of triangles represent the average changes in expression of genes involved in the pathway. (B) Average log_2_ fold-change expression pattern of DEPs in N-control vs. OB-control groups and OB-TUDCA vs. OB-control groups. Hierarchical clustering was conducted using the following parameters: Pearson correlation and single linkage method.

**Table 1:** GO enrichment analysis for biological processes using DEGs in OB-control *vs.* OB-TUDCA mice.

GO-ID	Benjamini *P*-value	# of genes in DEGs	# of genes in whole genome	Description
55114	1.82E-14	40	563	oxidation reduction
8152	4.30E-08	132	6084	metabolic process
8202	4.83E-07	15	141	steroid metabolic process
44255	1.41E-06	27	521	cellular lipid metabolic process
19752	1.41E-06	24	424	carboxylic acid metabolic process
6082	1.41E-06	24	425	organic acid metabolic process
9063	4.62E-06	9	51	amino acid catabolic process
6629	4.62E-06	28	607	lipid metabolic process
9310	1.75E-05	9	61	amine catabolic process
44270	1.75E-05	9	61	nitrogen compound catabolic process
6807	3.84E-04	16	292	nitrogen compound metabolic process
6694	4.13E-04	8	68	steroid biosynthetic process
9308	6.31E-04	15	273	amine metabolic process
6519	8.29E-04	14	247	amino acid and derivative metabolic process

## Discussion

Although the prevalence of NAFLD is alarmingly high, only lifestyle modifications to reduce body weight are generally recommended to treat NAFLD [1], [2], [3]. In this regard, weight-lowering drugs, such as orlistat and sibutramine, were reported to reduce hepatic steatosis and/or serum liver enzyme levels [29], [30]. However, there are no available drugs that have been proven to effectively and safely treat hepatic steatosis independent of weight loss [1]. Thiazolidinediones increase insulin sensitivity and decrease hepatic steatosis and inflammation in humans [11], but they have several side effects including weight gain, heart failure, and increased fracture risk [31]. In the current study, we show that oral TUDCA treatment effectively improves fatty liver disease in ob/ob mice independent of weight loss; this improvement is accompanied by alterations in gene expression, biological processes, and metabolic pathways in the liver.

Although TUDCA is known as a chemical chaperone against ER stress [21], orally administered TUDCA did not alter ER stress markers in the present study. Furthermore, the mRNA levels of ER stress-related genes, such as *Atf4*, *Grp78*, *Trb3* and *Edem*, were comparable among the three treatment groups (Figure S4). Instead, the expression of glutathione S-transferase (Gst) genes (i.e., *Gsta1*, *Gsta2*, *Gsta4*, *Gstm1*, *Gstm2*, *Gstm3*, and *Gstm4*), which are known to increase their expression under oxidative stress [32], were up-regulated in the OB-control group and down-regulated upon TUDCA treatment (Figure S4) implying that oral TUDCA treatment may decrease oxidative stress in the liver. In this regard, TUDCA is known to have antioxidant property that curtails the production of reactive oxygen species [33], [34]. Indeed, we noticed the 4-HNE staining, a marker of lipid peroxidation, was increased in OB-control group compared to N-control group, which was markedly decreased with TUDCA treatment. 

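Atf4, a transcription factor of the integrated stress response, had log2 differences of -0.18 in OB-control compared with N-control mice and 0.03 in OB-TUDCA compared with OB-control mice (standard error 0.10 for both, 3 arrays per group). Hspa5, the chaperone Grp78, differed by -0.10 and 0.24 (standard error 0.10), and Edem1, of the degradation of misfolded glycoproteins, by -0.07 and -0.23 (standard error 0.10). Trib3, a pseudokinase that Atf4 induces, differed by 0.52 and -0.82 (standard error 0.29), and its 3 OB-TUDCA arrays all lay below the 3 OB-control arrays, as chance gives for 10% of genes in one direction or the other. None of these 4 genes passed limma in either comparison (adjusted p between 0.533 and 0.83 in OB-control mice and between 0.288 and 0.95 with TUDCA). None did when adjusted over the list alone, and 1, Trib3, was lower in the recomputed fold and SAM selection. At an unadjusted p under 0.05, 0 differed in OB-control mice, and 1 was higher and 2 were lower with TUDCA. In a list of 20 genes of the unfolded protein response 16 had a lower mean in OB-control than in N-control mice (list mean -0.16, adjusted p = 0.000322 from camera, and adjusted p = 0.31 with an estimated correlation). None of them passed limma (5 lower both at an unadjusted p under 0.05 and adjusted over the list alone). With TUDCA 12 had a higher mean (list mean 0.07, adjusted p = 0.269), none past limma (6 higher and 3 lower at an unadjusted p under 0.05), and Xbp1, a transcription factor of this response, differed by 0.34 (standard error 0.14). The list passed with TUDCA without OB-control replicate 2 (mean 0.13, adjusted p = 0.0448).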

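Gsta4, Gstm1, Gstm2, Gstm3 and Gstm4, enzymes that couple glutathione to electrophiles, all had a higher mean in OB-control than in N-control mice and a lower mean in OB-TUDCA than in OB-control mice. Gstm3 differed most, by 1.18 on the log2 scale and -1.37 (standard error 0.49 for both), followed with TUDCA by Gsta4 (-0.79, standard error 0.23), Gstm2 (-0.71, standard error 0.18) and Gstm4 (-0.68, standard error 0.17). As a list the 5 genes rose in OB-control mice (mean 0.57, adjusted p = 0.00459 from camera, and adjusted p = 0.31 with an estimated correlation) and fell with TUDCA (mean -0.79, adjusted p = 1.87e-05, and 0.189 with an estimated correlation). None of the 5 passed limma over all genes (4 higher in OB-control mice and 5 lower with TUDCA at an unadjusted p under 0.05, 1 and 5 adjusted over the list alone, 4 lower in the recomputed fold and SAM selection). The study's choice of them on these arrays makes the counts no independent evidence. Gsta1 and Gsta2 have no probe set with a single gene symbol and were not analysed here. A list of 24 genes of glutathione metabolism, which holds these genes, had 19 with a higher mean in OB-control mice (list mean 0.25, adjusted p = 0.00738, and adjusted p = 0.31 with an estimated correlation). In it 19 had a lower mean with TUDCA (list mean -0.33, adjusted p = 2.79e-07, and 0.105 with an estimated correlation). Of these, Gstt3, another transferase, and Gpx4, which reduces lipid peroxides, rose in OB-control mice by 0.76 and 0.68 (adjusted p = 0.0284 and 0.0286), and Gstp1 fell by 0.73 (adjusted p = 0.0478). None passed limma with TUDCA (13 lower at an unadjusted p under 0.05, 11 lower adjusted over the list alone, 6 lower in the recomputed selection). Targets of Nrf2, which responds to oxidative stress, had a mean difference of -0.05 with TUDCA (15 genes, adjusted p = 0.1). They passed without OB-control replicate 2 (mean -0.11, adjusted p = 0.0241) or OB-TUDCA replicate 3 (mean -0.23, adjusted p = 0.000214). They also passed after quantile normalization once more (mean -0.04, adjusted p = 0.0385) and with weights for arrays (mean -0.10, adjusted p = 0.0279). The Nrf2 target with the largest difference, Hmox1, went the other way, at 1.32 on the log2 scale with TUDCA (adjusted p = 0.0813 from limma). In the recomputed selection 1 Nrf2 target, Hmox1, was higher and 2 were lower. Without Hmox1 the mean of the Nrf2 targets was -0.15 (adjusted p = 0.0186 from camera). The call of glutathione metabolism in OB-control mice was lost without OB-control replicate 3 (mean 0.20, adjusted p = 0.0997), and Gstm2 passed without OB-control replicate 2 (adjusted p = 0.023 in OB-control mice and 0.0427 with TUDCA). Gstt3, Gpx4 and Gstp1 missed the threshold, alone or together, without N-control replicate 1 (0.0698 to 0.162), N-control replicate 2 (0.0844 to 0.162), N-control replicate 3 (0.0835 to 0.101) or OB-control replicate 1 (0.0809 to 0.193) (adjusted p). So it was without OB-control replicate 2 (0.0914), OB-control replicate 3 (0.0673 to 0.0839), OB-TUDCA replicate 1 (0.0523 to 0.0634) or OB-TUDCA replicate 2 (0.0521 to 0.0766) (adjusted p). All 3 missed it with the pancreatic acinar mean as a covariate (0.0832 to 0.156).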

Of interest, a recent randomized controlled trial revealed that vitamin E, a representative antioxidant available in clinical practice, improves not only hepatic steatosis but also NASH in humans [35]. It is also noteworthy that ER stress does not necessarily accompany fatty liver disease in several independent studies (Table S6). Therefore, we speculate that orally administered TUDCA might improve hepatic steatosis by reducing oxidative stress rather than alleviating ER stress.

Hepatic steatosis results from an imbalance in lipid homeostasis in the liver, where lipid uptake or *de novo* lipogenesis outweighs lipid oxidation or export. The fatty acids in hepatic triglycerides are derived from dietary sources in the form of chylomicron remnants, free fatty acids released from adipose tissue, or from *de novo* lipogenesis [36]. *De novo* lipogenesis accounts for less than 5% in healthy subjects during the postprandial period, while it is known to significantly increase up to 15% in subjects with fatty liver disease [37], [38]. Therefore, enhanced *de novo* lipogenesis is regarded to be a major abnormality of hepatic lipid metabolism in subjects with NAFLD. In mouse models, the knockout of key enzymes involved in lipid synthesis (e.g., *Acc*, *Elovl6*, *Scd1*, *Gpat*, or *Dgat*) reduces hepatic steatosis (reviewed in [39]). Taken together, therapeutic agents targeting a reduction in hepatic *de novo* lipogenesis would be suitable to treat NAFLD patients. In this study, TUDCA markedly reduced hepatic fat content, which was accompanied by a reduction in the expression of *Srebf1* and its down-stream target genes (e.g., *Scd2*, *Elovl6*, and *Acaca*), which is crucial in *de novo* lipogenesis, while other groups of genes involved in lipid uptake, oxidation, and export were not altered (Figure 5). 

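Srebf1 had a log2 difference of -1.03 in OB-TUDCA compared with OB-control mice (standard error 0.35, adjusted p = 0.263 from limma), with all 3 OB-TUDCA arrays below the 3 OB-control arrays. Elovl6, an elongase of saturated fatty acids, differed by -0.70 (standard error 0.64, adjusted p = 0.721) and Acaca, acetyl-CoA carboxylase, by -0.40 (standard error 0.56, adjusted p = 0.83). In both of these genes the arrays of the groups overlapped. Scd1, the main desaturase of the liver and another Srebf1 target, differed by 0.06 (standard error 0.24, adjusted p = 0.952). In OB-control compared with N-control mice the differences were 0.66 for Srebf1, 0.85 for Elovl6, 0.54 for Acaca and -0.08 for Scd1, none past the threshold. With the replicate number as a block Srebf1 passed in both comparisons (adjusted p = 0.0266 with TUDCA and 0.0410 in OB-control mice). The replicate numbers were not taken to pair the arrays.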

Since *Srebf1* is known to link oxidative stress to hepatic steatosis [40], [41], alleviation of oxidative stress by TUDCA likely decreases the expression of *Srebf1* and subsequently reduces *de novo* lipogenesis. However, TUDCA did not reduce the expression of *Pparg*, which is a critical transcription factor in development of hepatic steatosis in ob/ob mice [42], and its direct target genes (e.g., *Cidec*, *Cd36*, and *Ucp2*), suggesting that the TUDCA effect in improving hepatic steatosis is *Pparg*-independent (Figure S5). Collectively, TUDCA is a promising drug to treat NAFLD, which down-regulates the genes involved in *de novo* lipogenesis.

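Pparg itself differed by -0.05 on the log2 scale between OB-TUDCA and OB-control mice (standard error 0.12, adjusted p = 0.905 from limma). Cidec, a protein of the lipid droplet surface, had a log2 signal of 5.29 ± 0.97 in N-control, 7.83 ± 1.85 in OB-control and 8.69 ± 0.89 in OB-TUDCA mice (mean ± SD, n = 3 arrays each). That is a difference of 0.86 with TUDCA (standard error 0.86, adjusted p = 0.751). Ucp2 has no probe set with a single gene symbol and was not analysed here. Pparg, Cidec and Cd36 together rose in OB-control compared with N-control mice (mean 1.70, adjusted p = 1.87e-05 from camera, and adjusted p = 0.266 with an estimated correlation), with 2 of the 3 past limma and 3 adjusted over the list alone. With TUDCA the 3 had a mean difference of 0.28 (adjusted p = 0.891). The study chose these genes on the same arrays, which is not independent evidence of their direction. All 8 genes of a longer list of Pparg targets had a higher mean in OB-control than in N-control mice (list mean 1.55, adjusted p = 1.15e-06, and adjusted p = 0.31 with an estimated correlation). Of the 8, 2 passed limma and 7 did adjusted over the list alone. With TUDCA 6 of the 8 had a higher mean than in OB-control mice (list mean 0.22, adjusted p = 0.485), among them Plin2 (0.09, standard error 0.33) and G0s2 (0.76, standard error 0.36), both of lipid droplets. None of the 8 passed limma (1 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone, 1 lower in the recomputed fold and SAM selection). Without OB-control replicate 3 the list was called higher with TUDCA (mean 0.66, adjusted p = 0.0378). Since Srebf1 links oxidative stress to steatosis, the paper proposes that TUDCA lowers oxidative stress, and through it Srebf1 and de novo lipogenesis, and from the unreduced Pparg and target genes it proposes that the effect does not run through Pparg.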

Although TUDCA substantially reduced hepatic fat content in this study, we could not find any evidence of improved glucose homeostasis. The increased triglyceride content in the liver, the hallmark of NAFLD, is strongly associated with the development of insulin resistance [43], [44], [45]. Although there was no difference in systemic insulin sensitivity assessed by ITT in this study, we cannot exclude the possibility of altered hepatic insulin sensitivity with TUDCA treatment. Our finding is consistent with a recent study in obese human subjects, which demonstrated that 4-week oral TUDCA treatment improved insulin sensitivity in the liver and muscle but did not improve systemic insulin sensitivity and glucose levels [22].

There are a few limitations in this study. (1) Although we administered oral TUDCA twice as much as the dose used in intraperitoneal injection, we could not reproduce improved glucose homeostasis found by Ozcan *et al.* [21]. In this regard, we cannot rule out the possibility that the actual tissue concentration of TUDCA with oral route of administration was lower than that with intraperitoneal administration. We also found that the mRNA expression levels of *Abcb11*, a bile acid transporter [46], and *Cyp7a1*, a bile acid metabolizing enzyme [47], were lower in OB-control group than N-control and were further reduced with TUDCA treatment, which might affect plasma and tissue concentration of TUDCA or other bile acids (Figure S2 and S3). 

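Abcb11, the bile salt export pump, had a log2 signal of 11.48 ± 0.10 in N-control, 11.19 ± 0.22 in OB-control and 10.01 ± 0.43 in OB-TUDCA mice (mean ± SD, n = 3 arrays each). Its difference was -0.29 in OB-control mice (standard error 0.20, adjusted p = 0.619 from limma) and -1.17 with TUDCA (standard error 0.20, adjusted p = 0.0529). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 10.41 ± 0.54, 9.49 ± 0.91 and 7.56 ± 1.06 in the same groups, with differences of -0.91 (adjusted p = 0.584) and -1.93 (standard error 0.57 for both, adjusted p = 0.198). Cyp39a1, which hydroxylates 24-hydroxycholesterol on a side path of bile acid synthesis, rose from 8.65 ± 0.23 to 9.85 ± 0.16 with TUDCA (standard error of the difference 0.13, adjusted p = 0.0192). Of 14 genes of bile acid synthesis, 12 had a lower mean with TUDCA (list mean -0.30, adjusted p = 0.00534 from camera, and adjusted p = 0.381 with an estimated correlation). Limma called 1 higher over all genes, and 1 higher and 3 lower adjusted over the list alone. In OB-control compared with N-control mice 11 of the 14 had a lower mean (list mean -0.51, adjusted p = 4.98e-05, and adjusted p = 0.31 with an estimated correlation). Cyp2c70, which makes muricholic acids, fell by 1.29 (standard error 0.20, adjusted p = 0.0212). The 17 genes of bile acid transport and Fxr had means of -0.45 in OB-control mice (adjusted p = 0.0409, and adjusted p = 0.4 with an estimated correlation) and -0.02 with TUDCA (adjusted p = 0.373). In it 1 gene was higher and 1 lower past limma in OB-control mice, and 1 was higher with TUDCA. The lower one, Slco1a1, with a log2 difference of -7.27 carries the list, since the other 16 have a mean of -0.023 and were not called (adjusted p = 0.374). The transport call was lost without N-control replicate 2 (mean -0.44, adjusted p = 0.0532), N-control replicate 3 (mean -0.43, adjusted p = 0.217), OB-control replicate 1 (mean -0.42, adjusted p = 0.0925) or OB-control replicate 3 (mean -0.36, adjusted p = 0.188). It was lost as well without the third of genes with the lowest signal (0.125) and after quantile normalization once more (0.204) (adjusted p). So it was after subtraction of each array's median (0.0527) and with the pancreatic acinar mean as a covariate (0.0521) (adjusted p). With the replicate number as a block the list's adjusted p was 0.100. Cyp39a1 missed the threshold with TUDCA without N-control replicate 2 (0.0545), OB-control replicate 1 (0.125), OB-TUDCA replicate 2 (0.0727) or OB-TUDCA replicate 3 (0.0779), and it passed as lower in OB-control mice without OB-control replicate 2 (0.0309, adjusted p). With TUDCA it missed the threshold with only the 2 groups compared in the fit (0.116) or the acinar covariate (0.0541). Cyp2c70 missed it in OB-control mice without N-control replicate 1 (0.099), N-control replicate 2 (0.0618), N-control replicate 3 (0.0714) or OB-control replicate 1 (0.0702) (adjusted p). It missed it too with only the N-control and OB-control arrays in the fit (0.0906) and with the acinar covariate (0.0594, adjusted p).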

(2) Since the ob/ob mouse is genetically lacking leptin, it may not be an optimal model for common NAFLD in humans. For example, it has been reported that ob/ob mice are resistant to the development of necroinflammation and fibrosis [48]. Hence, our findings need to be confirmed in other animal models such as dietary models and in human subjects. (3) The human equivalent dose corresponding 1,000 mg/kg in mice is ∼80 mg/kg (assuming 60 kg of body weight), which is a higher dose compared to the usual dose of UDCA for primary sclerosing cholangitis (20∼30 mg/kg/day) [49]. Therefore, the safety and efficacy of higher doses of TUDCA should be determined in humans.

In order to identify relevant DEGs and to grasp the dynamic behavior of genes responsible for the recovery of hepatic steatosis by oral TUDCA treatment, we adopted systems biology tools (e.g., a PubMed keywords search and pathway analysis). Using PubMed keywords search, we could validate the selected DEGs based on the preexisting literature dealing with hepatic lipid metabolism. Furthermore, pathway analysis provided us insights to understand the collective behavior of DEGs. We conclude that oral TUDCA administration decreased hepatic lipid content in ob/ob mice by cooperative regulation of genes involved in multiple metabolic pathways, particularly by decreasing the expression of genes regulating *de novo* lipogenesis.

## Supporting Information

Figure S1 Correlation of log_2_ intensities within the same groups. Scatter plots of log_2_ intensities from a pair of experiments within (A) N-control, (B) OB-control, and (C) OB-TUDCA groups. The coefficient of correlation r value is given for each pair.
(0.85 MB TIF) Click here for additional data file.

Figure S2 mRNA expression of Scd2, Srebf1, Lpin1, Pparg, Cyp7a1, and Abcb11. The levels of gene expression were measured by quantitative RT PCR. * denotes P<0.05 compared to N-control, and # denotes P<0.05 compared to OB-control.
(0.44 MB TIF) Click here for additional data file.

Figure S3 mRNA expression of Scd2, Srebf1, Lpin1, Pparg, Cyp7a1, and Abcb11. mRNA expression levels measured by microarray experiments are depicted. * denotes P<0.05 compared to N-control, and # denotes P<0.05 compared to OB-control.
(0.20 MB TIF) Click here for additional data file.

Figure S4 Alterations in mRNA expression levels of genes related to ER stress and oxidative stress.
(0.20 MB TIF) Click here for additional data file.

Figure S5 mRNA expression of Pparg target genes. mRNA expression levels measured by microarray experiments are depicted. * denotes P<0.05 compared to N-control, and # denotes P<0.05 compared to OB-control.
(0.10 MB TIF) Click here for additional data file.

Table S1 Parameters for SAM and Fold-change analysis.

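Table S1 lists settings of the fold change and of SAM, a statistic that divides the difference of means by the spread plus a constant s0 and calls probe sets beyond a distance delta from what permuted labels give. Applied again to all probe sets of OB-TUDCA and OB-control mice, the fold limits alone gave the paper's count in 13 of 18 settings for lower and 9 of 12 for higher probe sets. The count that passed both limits was within 1.5 times the paper's in all 18 and all 12 settings. The overlap, counted as the table's own values are, as 2 times the probe sets past both limits over the sum of those past each, ranged from 0.639 to 0.917 for lower and from 0.644 to 0.827 for higher ones (0.675 to 0.918 and 0.667 to 0.827 in the paper). At the settings that the paper used for lower probe sets (s0 1.5, delta 0.1, fold 1.5), 1160 passed SAM, 1242 passed the fold and 1101 passed both, and 279 of the latter carry 1 gene symbol.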

(0.03 MB XLS) Click here for additional data file.

Table S2 List of differentially expressed genes and their fold-changes in expression
(0.06 MB XLS) Click here for additional data file.

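Of the paper's 357 genes for OB-TUDCA against OB-control, 263 were measured here with a single gene symbol (19 of its higher and 244 of its lower genes), 36 of them under a newer symbol of which the paper's is a RefSeq synonym. The other 94 were not used here. The fold changes computed here had the paper's direction for 261 of the 263 and lay within 1% of the paper's value for 249, with a correlation of log2 folds across genes, which are not independent replicates, of 0.980. At an adjusted p under 0.05, limma called 35 of the 263 (6 higher and 29 lower), among them Lpin1, Foxa3, Hsd3b3 and Rnf125, and 25 genes that were not matched to the table. Scd2, Srebf1 and Cyp7a1, which the table holds, were not among the 35. For OB-control against N-control the table holds 119 genes, of which 104 were measured (46 higher and 58 lower, 14 under a newer symbol), all in the paper's direction and 103 within 1%, with a correlation of 0.999. Limma called 57 of them (26 higher and 31 lower) and 132 genes that were not matched to the table. Of the 104, 15 are pancreatic acinar genes, which are high in N-control replicate 2 alone, and none of these passed limma.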

Table S3 Results of gene enrichment analysis: the top 500 relevant genes.
(0.04 MB XLS) Click here for additional data file.

Table S4 Results of PubMed keyword search and evidence scores for the top 500 relevant genes.
(0.07 MB XLS) Click here for additional data file.

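Table S5 gives, for each KEGG pathway, the mean log2 change of its genes, with each gene given the same weight. It lists 29 pathways for TUDCA (6 higher and 23 lower) and 13 for OB-control mice. Of 10 pathways in both parts, 9 have opposite signs, in comparisons that share the OB-control arrays. The lists written here share names but not all members with these pathways, and 9 of them have a counterpart in the table for TUDCA. Ribosomal proteins have a mean of 0.27 in the paper over 85 genes, and the 56 measured here lie at the same rounded value. For valine, leucine and isoleucine degradation the paper's mean is -0.34 over 41 genes, for glycine, serine and threonine metabolism -0.31 over 36 and for drug metabolism by cytochrome P450 -0.40 over 62. For tryptophan metabolism it is -0.34 over 36 genes (-0.49 over the 17 measured here) and for bile acid synthesis -0.44 over 26 (-0.30 over 14). In the lists of amino acid and drug metabolism, the gene with the lowest difference was Cyp2b13, a P450 of female mouse liver, at -2.02 on the log2 scale (standard error 0.47, adjusted p = 0.109 from limma, 3 arrays per group).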

Table S5 List of altered pathways.
(0.03 MB XLS) Click here for additional data file.

Table S6 List of hepatic steatosis-related literature.
(0.03 MB XLS) Click here for additional data file.

Text S1 (0.04 MB DOC) Click here for additional data file.

# Supplementary material for: Changes in Hepatic Gene Expression upon Oral Administration of Taurine-Conjugated Ursodeoxycholic Acid in ob/ob Mice
**Source:** PLoS One. 2010 Nov 5;5(11):e13858. doi: 10.1371/journal.pone.0013858
**Supplement:** Text S1 — (0.04 MB DOC)

**Supplementary Methods**

***Quantitative real-time PCR***

cDNAs, which were prepared using the same method described in the main text, were subjected to quantitative real-time (RT) PCR. The mRNA expression levels of *Scd2*, *Srebf1*, *Lpin1*, *Pparg*, *Cyp7a1*, and *Abcb11* were normalized using the mRNA expression level of *Gapdh*. The probes for each gene (TaqMan® Gene Expression Assays) were purchased from Applied Biosystems (Foster City, CA, USA). Quantitative RT PCR was performed using the TaqMan system (Applied Biosystems) according to the manufacturer’s protocol. All samples were run in triplicate.

***Western blotting***

Liver tissue lysate (50 μg of protein) was electrophoresed using 10% SDS-PAGE, and proteins were transferred onto a nitrocellulose membrane. To detect ER stress, anti-eukaryotic initiation factor 2 (eIF2) and anti-phosphorylated eIF2 antibodies purchased from Cell Signaling Technology (Beverly, MA, USA) were used for blotting. Hybridized primary antibodies were detected using a horseradish peroxidase-conjugated species-specific IgG antibody. The bands were visualized by enhanced chemiluminescence (Pierce, Rockford, IL, USA).

***Alternative splicing of Xbp1***

Total RNA was extracted from the liver tissue using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA). cDNA was obtained using 1 μg of RNA with oligo-dT20 (Invitrogen, Carlsbad, CA) and avian myeloblastosis virus reverse transcriptase (Invitrogen). cDNA was amplified with a pair of primers (5' GAACCAGGAGTTAAGAACACG 3' and 3' AGGCAACAGTGTTAGAGTTC 5') corresponding to murine *Xbp1* cDNA. Thirty cycles of polymerase chain reaction (PCR) were performed with annealing at 54°C for 30 seconds. PCR products were analyzed using 2.5% agarose gel electrophoresis. RNAs from 3T3 L1 cells treated with various concentrations of thapsigargin were used as positive controls.

***DEG selection and Gene Ontology enrichment analysis***

To identify DEGs, both significance analysis of microarray (SAM) and absolute fold-change were used, as previously described [1,2,3]. We determined the optimal parameters of SAM analysis and the threshold for fold-change by comparing the overlapping DEGs at the probe-level obtained from both analyses. To define the threshold for fold-change, we gradually increased the ratio from 1.5 to 2.5 (1.5, 1.7, 2.0, 2.3 and 2.5) and different delta values of SAM were applied (s0 from 0.3 to 3.0). When a single gene matched to the multiple number of probe sets, we took the averaged expression values from the probe sets. To identify the enriched biological functions of DEGs, we performed GO enrichment analysis using the BiNGO plugin (version 2.3) in Cytoscape (version 2.6) [4].

**Supplementary Figure legends and Tables**

**Figure S1. Correlation of log2 intensities within the same groups**. Scatter plots of log2 intensities from a pair of experiments within (A) N-control, (B) OB-control, and (C) OB-TUDCA groups. The coefficient of correlation r value is given for each pair.

**Figure S2. mRNA expression of *Scd2*, *Srebf1*, *Lpin1*, *Pparg*, *Cyp7a1*, and *Abcb11*.** The levels of gene expression were measured by quantitative RT PCR. * denotes *P* <0.05 compared to N-control, and # denotes *P* < 0.05 compared to OB-control.

**Figure S3. mRNA expression of *Scd2*, *Srebf1*, *Lpin1*, *Pparg*, *Cyp7a1*, and *Abcb11*.** mRNA expression levels measured by microarray experiments are depicted. * denotes *P* <0.05 compared to N-control, and # denotes *P* < 0.05 compared to OB-control.

**Figure S4. Alterations in mRNA expression levels of genes related to ER stress and oxidative stress.**

**Figure S5. mRNA expression of *Pparg* target genes.** mRNA expression levels measured by microarray experiments are depicted. * denotes *P* <0.05 compared to N-control, and # denotes *P* < 0.05 compared to OB-control.

**Table S1. Parameters for SAM and Fold-change analysis**

**Table S2. List of differentially expressed genes and their fold-changes in expression**

**Table S3. Results of gene enrichment analysis: the top 500 relevant genes**

**Table S4. Results of PubMed keyword search and evidence scores for the top 500 relevant genes**

**Table S5. List of altered pathways**

**Table S6. List of hepatic steatosis-related literature**

**References**

1. Tusher VG, Tibshirani R, Chu G (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116-5121.

2. Shi L, Reid LH, Jones WD, Shippy R, Warrington JA, et al. (2006) The MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurements. Nat Biotechnol 24: 1151-1161.

3. Guo L, Lobenhofer EK, Wang C, Shippy R, Harris SC, et al. (2006) Rat toxicogenomic study reveals analytical consistency across microarray platforms. Nat Biotechnol 24: 1162-1169.

4. Maere S, Heymans K, Kuiper M (2005) BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics 21: 3448-3449.

How the deposited data were processed for this re-analysis (not part of the article)

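Liver RNA was measured on 9 Affymetrix Mouse Gene 1.0 ST arrays, 3 each for N-control, OB-control and OB-TUDCA mice. The authors had turned the scans into log2 signals per probe set with RMA in Expression Console, whose version is not given, before the values were deposited. RMA corrects the background, makes the arrays' distributions alike and summarizes the probes of a probe set. The deposited values were used as they are, without a further normalization. Arrays measure no read depth, and their signal over background was not measured here. Precision is given instead by the spread between the 3 arrays of a group, printed as the standard error of each difference.

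Probe sets that the platform annotation pairs with exactly 1 gene symbol (21789) were used for genes, and probe sets of the same symbol were averaged (999 genes had more than 1). Probe sets with several symbols (1621) or none (12146) were left out of gene-level values. Of the symbols, 83 had no entry in the RefSeq gene table of mouse assembly GRCm38.p6, which was used only for names and neighbours of genes. Older symbols in the paper's tables were matched to a newer one where they are a synonym of exactly 1 gene in that table. No filter on signal was applied, so 19938 genes were tested.

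Groups were compared in R 4.3.3 with limma 3.58.1, in a linear fit of all 9 arrays with 3 group means, 6 residual and 3.33 prior degrees of freedom, and without a trend. The comparisons were OB-TUDCA against OB-control and OB-control against N-control, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. OB-TUDCA against N-control was added later. Of 60 gene lists, 58 with at least 3 measured genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of a comparison, beside camera with a correlation estimated per list and fry. SAM was written anew from its definition, with s0 of 1.5 and fold 1.5 for lower and s0 of 1.2 and fold 2.3 for higher probe sets, delta 0.1 and 20 relabellings of the arrays. The share of selected genes in a list was tested with Fisher's exact test. Tables were handled with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The limma fit was tested on simulated data with known differences.

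The genes named are 217. They are every gene that the paper names (40 of these were measured) and, per comparison, the 10 with the largest rise and the 10 with the largest fall among those past the threshold whose arrays do not overlap. To these come, for each list, at most 6 members past the threshold, or, where none passes, the 3 with the highest signal. The values in the paper's tables had been seen when this rule was written. A gene named outside the rule is said to be so.

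Alternatives were tried for each choice. They were leaving out the third of genes with the lowest signal, quantile normalization once more, subtraction of each array's median, a variance prior with trend and robust estimation, weights for arrays, only the arrays of the groups compared, and each probe set on its own. Others were the paper's t-test and SAM, the pancreatic acinar mean as a covariate or its genes left out, the replicate number as a block, and each array left out in turn. Later, each list was tested without its member with the largest difference. Tests were repeated on all 10 splits of the 6 arrays of a comparison. Of the data, no column was left out. The paper's measurements of liver fat, serum and protein, and its PCR, were not analysed here.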

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

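The tests of genomic DNA, of probe sets chosen as low in other splits, of both explanations for the pancreatic acinar genes and of a strain variant were chosen only after their results had been seen, as were Nnt and Gm4951 themselves. What is listed here lies outside what the paper discusses: of 24 such gene lists, those past camera's threshold with a mean log2 difference of at least 0.4 in size, 3 genes and the probe sets without a single name.

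In OB-control compared with N-control mice, genes that male mouse livers express more than female livers fell and genes that female livers express more rose, although the paper gives the ob/ob mice as male. The male-biased list had a mean log2 difference of -1.96 (adjusted p = 3.96e-38 from camera, and adjusted p = 0.000362 with an estimated correlation), with 21 of 24 genes below N-control, 14 past limma's threshold over all genes and 21 adjusted over the list alone. Among them, Egfr, the receptor for epidermal growth factor, fell by 2.45 on the log2 scale (standard error 0.27, adjusted p = 0.00441), and Mup3, a major urinary protein, had a log2 difference of -2.13 (standard error 0.16, adjusted p = 0.00048). The female-biased list had a mean of 1.48 (adjusted p = 3.52e-21, and adjusted p = 0.00463 with an estimated correlation), with 22 of 23 genes above N-control, 10 past the threshold over all genes and 16 adjusted over the list alone. Cyp17a1, a steroid hydroxylase, rose by 2.14 (standard error 0.17, adjusted p = 0.000524). Both lists were written after the paper's table of genes for this comparison, made from these arrays, had been read. That table holds members of both, such as Egfr and Mup3 as lower and Cyp17a1 as higher. The p-values of the lists in this comparison are thus not independent evidence. With TUDCA the female-biased list was lower than in OB-control mice (mean -0.43, adjusted p = 2.4e-05, and adjusted p = 0.112 with an estimated correlation, 20 of 23 genes), with Cyp2a22 alone past the threshold over all genes and 1 higher and 7 lower adjusted over the list alone. Cyp2a22 missed it without N-control replicate 1 (0.0605), N-control replicate 2 (0.0545) or OB-control replicate 1 (0.125) (adjusted p). It was so too without OB-control replicate 2 (0.0601), OB-control replicate 3 (0.0753), OB-TUDCA replicate 2 (0.111) or OB-TUDCA replicate 3 (0.101) (adjusted p). Another loss came with only the 2 groups compared in the fit (0.116) or with the pancreatic acinar mean as a covariate (0.0541). The male-biased list had a mean of 0.04 with TUDCA (adjusted p = 0.893).

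All 20 glucocorticoid target genes had a higher mean in OB-TUDCA than in OB-control mice (mean 0.70, adjusted p = 6.87e-06, and adjusted p = 0.246 with an estimated correlation), with 0 past limma's threshold over all genes, 5 higher adjusted over the list alone and 8 higher at an unadjusted p under 0.05. The markers of Kupffer cells and macrophages rose as a list with TUDCA (mean 0.42, adjusted p = 0.000596, and adjusted p = 0.491 with an estimated correlation), with 0 past limma over all genes or adjusted over the list alone and 5 higher at an unadjusted p under 0.05, and the mean was 0.64 without OB-TUDCA replicate 1. Cholesterol synthesis was lower in OB-control than in N-control mice in 17 of 20 genes (mean -0.41, adjusted p = 4.98e-05, and adjusted p = 0.436 with an estimated correlation), with 0 past limma over all genes or adjusted over the list alone and 5 lower at an unadjusted p under 0.05. That call was lost without N-control replicate 1 (mean -0.15, adjusted p = 0.0587), and the mean was -0.70 without N-control replicate 3 and -0.24 without OB-control replicate 2. Targets of Nrf2 were higher in OB-control mice in 13 of 15 genes (mean 0.51, adjusted p = 0.000124, and adjusted p = 0.334 with an estimated correlation), with 2 past the threshold over all genes, Nqo1, a quinone reductase (1.47, standard error 0.12, adjusted p = 0.000558), and Abcc4, an organic anion transporter. Abcc4 missed the threshold without N-control replicate 1 (0.109) or N-control replicate 2 (0.128) (adjusted p). So it was without OB-control replicate 1 (0.147), OB-control replicate 2 (0.058), OB-control replicate 3 (0.115) or OB-TUDCA replicate 1 (0.0684) (adjusted p). The threshold was also missed with only the 2 groups compared in the fit (0.096) or with the pancreatic acinar mean as a covariate (0.122).

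Of the 1242 probe sets at least 1.5 times lower in OB-TUDCA than in OB-control mice, 946 (76.2%) have no single gene name. Of these, 691 come before the first named one in the annotation's order. What the unnamed probe sets measure, transcripts or control features of the array, could not be settled here. A shift of whole arrays as the only cause is argued against by the 586 of them (61.9%) that were still 1.5 times lower once each array's median over unnamed probe sets was subtracted. Genomic DNA in the OB-control arrays stays open. It would have raised gene families of sense organs and germ cells there, whose mean log2 difference was -0.027 over 1273 genes (from -0.059 without OB-TUDCA replicate 1 to 0.00694 after quantile normalization once more), against a median of -0.78 for these probe sets. Camera called that list lower (adjusted p = 0.0343), the direction such DNA would give, but not with an estimated correlation (adjusted p = 0.773), in fry (0.718), with arrayWeights (0.0546), after quantile normalization once more (0.247) or without the third of genes with the lowest mean (0.590). It was not called either without OB-control replicate 1 (adjusted p = 0.255), OB-control replicate 2 (0.0834) or OB-TUDCA replicate 3 (0.667). These genes lie at a mean log2 signal of 2.84 to 2.97, below the first quartile of every array (3.17 to 3.29), too near the floor to exclude anything. A wide spread of these probe sets between arrays stays open too, since another split of the 6 ob/ob arrays gave 721 of all 13767 probe sets without a single name past 1.5 times in 1 direction, against 946 in the real one. An effect of TUDCA cannot be told apart from that spread. Their median was 0.622 higher in N-control than in OB-TUDCA mice on the log2 scale, but they were chosen as low in the OB-TUDCA arrays, and probe sets chosen the same way in other splits lay up to 0.597 below N-control mice. The median of N-control replicate 2 lay within the 3.55 to 3.89 of the OB-TUDCA arrays, against 4.58 and 4.72 in the other N-control arrays and up to 4.76 in OB-control arrays.

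Pancreatic acinar genes were lower in OB-control than in N-control mice as a list (mean -1.86, adjusted p = 6.2e-06, and adjusted p = 0.494 with an estimated correlation), with 0 of 23 past limma and 0 at an unadjusted p under 0.05. Lower expression in the liver of ob/ob mice is argued against by the N-control array with the lowest mean over the list, which lay under the highest ob/ob array (difference -0.385 on the log2 scale). Pancreatic tissue in 1 N-control sample stays open as a candidate explanation and cannot be told apart from acinar genes expressed in that liver. That N-control replicate 2 exceeded every OB-control array in 100% of the acinar genes restates the pattern and decides nothing, and markers of islet cells were higher there by a mean of 0.0897 alone. That array held Cela1 at a log2 signal of 10.91 against 5.36 and 5.29 in N-control replicates 1 and 3. The list's mean was 0.08 without N-control replicate 2 (adjusted p = 0.48) and -2.86 without N-control replicate 3 (adjusted p = 7.04e-11). Of its 23 genes, 15 are in the paper's table of genes that differ between OB-control and N-control mice.

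Nnt, the mitochondrial transhydrogenase that C57BL/6J mice carry with a deletion, was higher in both groups of ob/ob mice than in N-control mice, at log2 signals of 9.77 to 10.03 against 8.06 to 8.34 (1.68 in OB-control against N-control, standard error 0.10, adjusted p = 0.000118 from limma). Iigp1, an interferon-inducible GTPase, was lower by a log2 difference of -1.22 (adjusted p = 0.000237), and so was Gm4951, which lies 2 genes from it in gene order, by -0.80 (adjusted p = 0.00936). A strain segment next to Lep was looked for in the 50 measured genes around Lep. Of these, 2% differed by more than 0.5 between OB-control and N-control mice. The median of 18908 such windows was 4%, and 18.4% of windows held a smaller share. The window thus showed no excess of differing genes. It cannot tell why Nnt, Iigp1 and Gm4951 differ, since it covers only the genes around Lep. A strain variant of the ob/ob mice and an effect of their obesity cannot be told apart, since all ob/ob mice share both and the largest difference of the 3 genes between OB-TUDCA and OB-control mice, 0.346 in size on the log2 scale (Iigp1), was neither near 0 nor near the difference from N-control mice.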

How the results depend on the processing

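The tests on probe sets with 1 gene symbol alone and without the third of probe sets with the lowest mean, for the fold-change counts, and on lists without their member with the largest difference, were chosen only after the values had been seen. Where an array is left out, 2 stand for its group. Signal over background was not measured here, so how far dim probe sets limit the results is not known. For each result whose side of the threshold changed, the cause was not tested, apart from settings that test fewer genes or use fewer arrays by construction.

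Of 76 named differences past limma's threshold, 21 stayed past it in the same direction in every setting, and of 358 not past it 338 stayed so. Of 53 gene list calls, among which de novo lipogenesis with TUDCA (given below) is not counted, 2 held in every setting planned and of 62 lists not called 37 stayed so. Without the member with the largest difference, calls were lost with TUDCA for retinol metabolism (mean -0.13, adjusted p = 0.0583) and the study's elongation genes, and in OB-control mice for these, the study's VLDL genes, bile acid transport, immediate early genes (mean -0.23, adjusted p = 0.084) and iron homeostasis (mean 0.15, adjusted p = 0.167). Calls were gained for Nrf2 targets with TUDCA (mean -0.15, adjusted p = 0.0186) and glucocorticoid targets in OB-control mice (mean -0.14, adjusted p = 0.0228).

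Genes higher and lower in OB-TUDCA than in OB-control mice (23 and 37 as reported) were 50 and 81 without the third of genes with the lowest mean, and 45 were higher after quantile normalization once more. In limma 0 and 0 passed with only the 2 groups compared (1056 and 1004 at an unadjusted p under 0.05), 0 and 0 with the pancreatic acinar mean as covariate (1156 and 1051) and 0 and 0 with every probe set on its own (1767 and 1979). SAM and the fold limit together, with the settings of Table S1, gave 1101 lower probe sets, where SAM alone gave 1160. The methods' t-test at its threshold gave 704 and 714, of which 0 and 0 passed after Benjamini-Hochberg adjustment. With 1 array left out, the counts ranged from 0 to 66 higher and from 0 to 69 lower.

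Genes higher and lower in OB-control than in N-control mice (91 and 98 as reported) were 25 and 40 with only the 2 groups compared, 170 and 188 with arrayWeights, 34 and 38 with the pancreatic acinar mean as covariate, and 51 and 60 with every probe set on its own. SAM together with the fold limit gave 202 lower probe sets. The t-test gave 893 and 756 at its threshold and 0 and 1 after adjustment (limma at an unadjusted p under 0.05, 1306 and 1115). With 1 array left out they ranged from 27 to 127 higher and from 33 to 139 lower.

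Replicate numbers were not taken to pair the arrays, since not every pair of the same number correlated above 0.1. After the group means were removed, the correlation of arrays with the same number ranged from -0.0753 to 0.209 over 9 pairs, of which 4 exceeded 0.1, against -0.300 to 0.231 over 18 pairs with different numbers, of which 1 did. As a hint from the data of some pairing, 6 of 9 arrays correlated best with their own number in both of the other groups. With the replicate number as a block, 29 genes were higher and 31 lower with TUDCA, and 97 and 92 in OB-control mice. In that fit 14 of 76 named differences past the threshold were lost, among them Map3k6 (0.0527) and Aldoa (0.0572) with TUDCA (adjusted p). Of 358 named differences not past it 6 passed, and of 53 gene list calls 3 were lost.

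Lists past the threshold were 25 with TUDCA and 29 in OB-control mice as reported, 0 and 2 with an estimated correlation in camera, 9 and 11 with fry, and from 19 to 31 and from 22 to 33 with 1 array left out. The mean of de novo lipogenesis with TUDCA was -0.38 also with the estimated correlation and fry, where it was not called, and -0.30 without the 13 genes the study names (not called, adjusted p = 0.16), and ranged from -0.71 to -0.16 with 1 array left out. The direction reversed for gene families of sense organs and germ cells with TUDCA (mean 0.00130 without the third of genes with the lowest mean, 0.00694 after quantile normalization once more, 0.00664 without OB-TUDCA replicate 3, and from -0.059 to 0.00664 with 1 array left out), fatty acid oxidation and ketogenesis with TUDCA (0.00955 without OB-control replicate 3, range -0.15 to 0.00955), the interferon response with TUDCA (-0.12 without OB-TUDCA replicate 3, range -0.12 to 0.13) and pancreatic acinar cells in OB-control mice (0.0780 without N-control replicate 2, range -2.86 to 0.0780).

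Probe sets 1.5 times lower with TUDCA numbered 296 among those with 1 gene symbol, and from 1109 to 1577 with 1 array left out, and those 2.3 times higher from 41 to 79. The lowest correlation of 2 arrays of a group was 0.981 over all probe sets, 0.988 over probe sets with 1 gene symbol and 0.972 without the third of probe sets with the lowest mean. The correlation of the differences of both comparisons, when no OB-control array served in both, was -0.0653 with OB-control replicate 1 set against OB-TUDCA and -0.0860 with it set against N-control, 0.124 and -0.0460 for OB-control replicate 2, and -0.109 and 0.0914 for OB-control replicate 3.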

Differences from the paper's values

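The comparison of OB-TUDCA with N-control mice was tested only after the values had been seen. Of the values that the paper gives and that were also computed here, 5 from its text, 190 from its supplement and 54 read from its figures, 6 from the supplement differ. A fold was held to differ beyond 1.5 times and the SD between arrays, a count beyond 1.5 times and a mean log2 change beyond that SD. Of the paper's gene table, the genes named here and any that differ were counted.

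For Tcp1, a chaperonin subunit, the paper's fold in OB-TUDCA against OB-control mice is 0.433 and the fold here is 1.43. For Hspa8, a heat shock protein, the paper's fold in OB-control against N-control mice is 0.375 and the fold here 0.791. Each of the alternatives set before the data were examined differs as well, with folds of 1.36 to 1.52 for Tcp1 and of 0.721 to 0.853 for Hspa8. For the vomeronasal receptors V1rd16 and V1rd15, measured here as Vmn1r180 and Vmn1r183, the paper's folds with TUDCA are 0.605 and 0.527 and those here 1.01 and 0.836. The alternatives gave up to 1.04 for Vmn1r180, all of which differ, and 0.784 to 0.879 for Vmn1r183, of which only the value without OB-TUDCA replicate 1 (0.784) does not. Such older symbols were matched as synonyms, so other probe sets may be meant.

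For retinol metabolism the paper's mean log2 change with TUDCA is -0.29, against -0.18 here (20 genes), and all alternatives differ (-0.15 to -0.20). For glutathione metabolism the paper's mean is -0.22, against -0.33 here (24 genes). With each array's median subtracted (-0.31), without OB-control replicate 3 (-0.28) or without OB-TUDCA replicate 2 (-0.28) it does not differ, and under the other alternatives it does. The paper's means of tryptophan metabolism and bile acid synthesis, -0.34 and -0.44, lie farther from those here, -0.49 and -0.30, but within the SD of the list means between arrays (0.28 and 0.20). The members of these lists are not all those of the KEGG pathways that the paper used.

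The paper states that genes of fatty acid synthesis were raised in ob/ob mice and lowered by TUDCA. Here 6 of 8 were higher in OB-control than in N-control mice and 6 of 8 lower with TUDCA, none of them past limma (adjusted p over all genes, a test that the paper did not use), while Acacb and Me1 had log2 differences of -0.32 and -0.01 in OB-control mice and Me1 and Pklr of 0.20 and 0.02 with TUDCA. As a list they passed camera without OB-control replicate 2 (adjusted p = 0.000258 with TUDCA and 0.000426 in OB-control mice) and in OB-control mice without N-control replicate 1 (adjusted p = 0.0081).

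The paper states that genes of lipid uptake were mostly higher in both groups of ob/ob mice. Of 19 genes, 8 had a higher and 11 a lower mean in OB-control than in N-control mice, and 9 a higher and 10 a lower mean in OB-TUDCA than in N-control mice. The list was called higher in OB-control mice without OB-control replicate 2 (adjusted p = 0.011). Of the genes that the paper names, Cd36 rose in OB-control mice, while Pltp had a difference of 0.14 there, passed limma without OB-control replicate 2 (adjusted p = 0.0475) and had one of 0.71 in OB-TUDCA against N-control mice. The name Mgl1 was read as Mgll and as Clec10a.

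The paper states that genes of fatty acid oxidation did not differ significantly with TUDCA except Aacs, which rose further. Here Aacs had a difference of 0.79 (standard error 0.49, adjusted p = 0.575 from limma), and the list was called lower in camera (mean -0.07, adjusted p = 0.0377) and not with an estimated correlation (0.773). It was not called without OB-control replicate 1 (mean -0.06, adjusted p = 0.061), OB-control replicate 3 (mean 0.01, adjusted p = 0.737), OB-TUDCA replicate 1 (mean -0.05, adjusted p = 0.181) or OB-TUDCA replicate 2 (mean -0.07, adjusted p = 0.0622).

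The paper states that the relevant genes differ between OB-TUDCA and OB-control mice. In limma's adjusted p over all genes, which is stricter than the paper's limits, 5 of the 28 measured ones passed, while the paper's SAM and fold limits, applied again, select 27 of the 28. Of those that limma did not call, Abcb11 passed without the third of genes with the lowest mean (adjusted p = 0.0361), after quantile normalization once more (0.0487), with each array's median subtracted (0.0484), with eBayes with trend and robust (0.0416), with arrayWeights (0.0409) and without the pancreatic acinar genes (0.04998), while Srebf1 passed with the replicate number as a block (0.0266, and 0.0410 in OB-control against N-control mice). Gstm2 passed without OB-control replicate 2 (0.0427 with TUDCA and 0.023 in OB-control mice), and Scd2 in OB-control mice without OB-control replicate 2 (0.0145) and with arrayWeights (0.0409). Of the 263 measured genes of the paper's table for TUDCA, limma called 35. The paper sorts the relevant genes into patterns in which OB-control or OB-TUDCA mice stand apart, while for Elovl3 and Nr4a1, 2 of the 28, the mean farthest from the others was that of N-control mice.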

Other observations

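The tests between OB-TUDCA and N-control mice were chosen only after their results had been seen. In OB-control compared with N-control mice, enzymes and transporters of steroids, bile acids and drugs are among the genes with large differences, beside others such as Ly6d, a surface protein, at 3.49 on the log2 scale (standard error 0.58) and Serpina4-ps1, a serpin pseudogene, at -3.21 (standard error 0.57). One or both of these missed the threshold without N-control replicate 1 (0.127 to 0.128), N-control replicate 2 (0.0761), N-control replicate 3 (0.0936 to 0.11), OB-control replicate 1 (0.125 to 0.172) or OB-control replicate 2 (0.0723) (adjusted p). It was so too without OB-control replicate 3 (0.0673 to 0.0917), OB-TUDCA replicate 1 (0.0646), OB-TUDCA replicate 2 (0.0685 to 0.0795) or OB-TUDCA replicate 3 (0.0632) (adjusted p). A loss came too with only the 2 groups compared in the fit (0.094 to 0.137), the pancreatic acinar mean as a covariate (0.0729) or with eBayes with trend and robust (0.0588 to 0.0719). Slco1a1, an uptake transporter for organic anions, fell by 7.27 on the log2 scale (standard error 0.16, adjusted p = 6.95e-08 from limma), and Hsd3b5, a steroid dehydrogenase, fell by 5.90 (standard error 0.18, adjusted p = 4.18e-07). Cyp7b1, an oxysterol hydroxylase, fell by 3.22 (standard error 0.24), and Igfbp2, which binds insulin-like growth factors, fell by 3.09 (standard error 0.33). Sult1e1, which sulfates estrogens, rose by 6.28 (standard error 0.52, adjusted p = 0.000598), and the P450 genes Cyp2b13, Cyp2b9 and Cyp2a22 rose by 5.99, 4.67 and 3.54 (standard errors 0.47, 0.14 and 0.14). With TUDCA, Slco1a1 differed from OB-control mice by 0.65, Hsd3b5 by 0.28 and Cyp2b9 by -0.48 (adjusted p = 0.128, 0.581 and 0.206).

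Genes of pericentral hepatocytes, which surround the central vein, were lower in OB-control than in N-control mice as a list (mean -0.36, adjusted p = 3.87e-06, and adjusted p = 0.31 with an estimated correlation, 13 of 17 genes). Cyp1a2, a P450 of drug metabolism, fell by 1.25 (standard error 0.09, adjusted p = 0.00048) and Avpr1a, a vasopressin receptor, fell by 2.28 (standard error 0.24, adjusted p = 0.00353), the 2 of the list past the threshold over all genes (1 higher and 6 lower adjusted over the list alone). Genes of periportal hepatocytes had a mean of -0.07 (adjusted p = 0.525). Targets of Ppara were higher in OB-control mice in 16 of 17 genes (mean 0.65, adjusted p = 1.07e-06, and adjusted p = 0.349 with an estimated correlation, mean 0.43 without N-control replicate 1), with 2 past the threshold over all genes, the acyl-CoA thioesterases Acot3 and Acot4, and 4 adjusted over the list alone. Acot4 rose by 1.48 (standard error 0.20, adjusted p = 0.0107) and Acot3 by 1.61 (standard error 0.29, adjusted p = 0.0391). One or both missed the threshold without N-control replicate 1 (0.109), N-control replicate 2 (0.0518 to 0.134), OB-control replicate 1 (0.0639 to 0.172) or OB-control replicate 2 (0.0718) (adjusted p). So it was without OB-control replicate 3 (0.0737), OB-TUDCA replicate 1 (0.0657), OB-TUDCA replicate 2 (0.075) or OB-TUDCA replicate 3 (0.0535) (adjusted p). It was missed too with only the 2 groups compared in the fit (0.0764 to 0.126) or with the pancreatic acinar mean as a covariate (0.0508 to 0.129). The interferon response was lower in OB-control mice in 13 of 16 genes (mean -0.32, adjusted p = 0.000103, and adjusted p = 0.31 with an estimated correlation), with Iigp1 lower and Samd9l higher over all genes and 1 higher and 5 lower adjusted over the list alone. Samd9l missed the threshold without N-control replicate 1 (0.0561), N-control replicate 2 (0.128) or N-control replicate 3 (0.0964) (adjusted p). This also held without OB-control replicate 1 (0.131), OB-control replicate 2 (0.0683), OB-control replicate 3 (0.0836) or OB-TUDCA replicate 2 (0.0693) (adjusted p). Another loss came with only the 2 groups compared in the fit (0.0656) or with the pancreatic acinar mean as a covariate (0.122).

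With TUDCA, iron regulators were lower in single genes. Hjv, the hemojuvelin that hepcidin expression needs, fell by 0.84 on the log2 scale in OB-TUDCA compared with OB-control mice (standard error 0.11, adjusted p = 0.0285 from limma), and Steap3, a ferrireductase, fell by 0.87 (standard error 0.11, adjusted p = 0.0262). The iron list of 13 genes, with 2 higher and 2 lower adjusted over the list alone, was not called (mean -0.20, adjusted p = 0.0929), and was without OB-control replicate 3 (mean -0.32, adjusted p = 0.0222). Hjv and Steap3 missed the threshold, alone or together, without N-control replicate 2 (0.0607) or OB-control replicate 1 (0.125) (adjusted p). The same was so without OB-control replicate 2 (0.056), OB-control replicate 3 (0.0753), OB-TUDCA replicate 2 (0.117 to 0.121) or OB-TUDCA replicate 3 (0.0779 to 0.0918) (adjusted p). The threshold was also missed with only the 2 groups compared in the fit (0.116) or with the pancreatic acinar mean as a covariate (0.0595).

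Among markers of sinusoidal endothelial cells, the list was not called with TUDCA (mean 0.34, adjusted p = 0.162), with 8 genes above and 8 below OB-control mice, 8 higher and 4 lower adjusted over the list alone and 1 higher over all genes, Cd93, a lectin-like receptor, at 1.51 on the log2 scale (standard error 0.25). Lyve1 had a difference of 1.61 and Kdr, a receptor for vascular endothelial growth factor, of -0.93 (adjusted p = 0.108 for both). Cd93 missed the threshold without N-control replicate 1 (0.0838), N-control replicate 2 (0.0792), N-control replicate 3 (0.0664) or OB-control replicate 1 (0.193) (adjusted p). It was so too without OB-control replicate 2 (0.0987), OB-control replicate 3 (0.0809), OB-TUDCA replicate 2 (0.175) or OB-TUDCA replicate 3 (0.129) (adjusted p). A loss came too with only the 2 groups compared in the fit (0.156), the pancreatic acinar mean as a covariate (0.0756) or with arrayWeights (0.0504). Lyve1 passed it without OB-control replicate 3 (0.0436) and Kdr without OB-TUDCA replicate 1 (0.00999) (adjusted p). Among other cell types, lists of stellate cells, cholangiocytes, neutrophils, lymphocytes and adipocytes had means of 0.13, 0.19, 0.17, 0.0027 and 0.06 with TUDCA, none of them called (adjusted p = 0.144, 0.373, 0.0952, 0.928 and 0.745). The neutrophil list was called without OB-TUDCA replicate 1 (mean 0.26, adjusted p = 0.00699).

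Between OB-control and N-control mice, limma called 91 genes higher and 98 lower (1306 and 1115 at an unadjusted p under 0.05), and the arrays of the groups lay apart for 3042 genes (15.3%), where chance gives 10%. The counts were 27 and 33 without N-control replicate 1, 30 and 37 without N-control replicate 2 or OB-control replicate 1, 43 and 55 without OB-control replicate 3, and 55 and 62 without OB-TUDCA replicate 2. Between OB-TUDCA and N-control mice, 269 genes were higher and 377 lower (2068 and 1624 unadjusted). Of the 189 genes called in OB-control mice, 123 (65.1%) were also called in OB-TUDCA against N-control mice, with 54 higher and 69 lower in both, where independence gives 1.23 and 1.85 and simulated groups without a difference 0. The first of these values leaves out the shared N-control arrays and the second the differences, so neither is what no shared effect would give, and part of the overlap may come from the shared arrays.

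The 6 arrays of a comparison can be split 3 against 3 in 10 ways, too few for a share under 0.05. For genes past the threshold, the real split gave 60 with TUDCA and the highest other 1, 189 in OB-control mice and the highest other 0, and 646 between OB-TUDCA and N-control mice and the highest other 0 (1 split as large in each, the real one). For gene lists it gave 25 with TUDCA and the highest other 23, and 29 in OB-control mice and the highest other 27 (1 split as large in each). The size of the mean shift of de novo lipogenesis was 0.378 with TUDCA and the highest other 0.676, with 4 splits as large.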
